# The transcriptomic response of bovine uterine tissue is altered in response to sperm from high- and low-fertility bulls^†^

**DOI:** 10.1093/biolre/ioad031

**Published:** 2023-03-22

**Authors:** Eimear M Donnellan, Paul Cormican, Colm Reid, Gina Duggan, Miriama Stiavnicka, Kieran G Meade, Sean Fair

**Keywords:** spermatozoa, immune response, endometrium, bovine, interleukin-1 alpha

## Abstract

Despite stringent quality control checks, some bulls with apparently normal semen quality yield lower than expected pregnancy rates. This study profiled the transcriptome and performed histological analysis of the bovine uterus in response to sperm from high-fertility (HF) and low-fertility (LF) bulls. Postmortem uterine biopsies and uterine explants were collected from heifers 12 h after a fixed time artificial insemination (AI) to a synchronized estrus with frozen–thawed semen from five HF (fertility rate 4.01% ± 0.25) and five LF (fertility rate − 11.29% ± 1.11; mean ± SEM) bulls. Uterine biopsies were also collected from control (CTRL) heifers, which were not inseminated. RNA-sequencing and histological analysis were performed for differential gene expression and neutrophil quantification. In the HF treatment relative to CTRL heifers, there were 376 genes significantly differentially expressed in the endometrium with just one gene differentially expressed in the LF treatment relative to CTRL heifers. Comparing the HF and LF treatments directly, there were 40 significantly differentially expressed genes (*P* < 0.05). Transcriptomic analysis shows a predominant role for the inflammatory marker Interleukin-1 alpha, which was further confirmed by immunohistochemistry. Quantification of neutrophils in the endometrium showed a significant effect of sperm; however, there was no difference in neutrophil numbers between HF and LF groups. In conclusion, this novel study clearly shows a distinct inflammatory response to sperm in the endometrium and a divergent transcriptomic response to semen from HF and LF bulls.

## Introduction

Artificial insemination (AI) is used to improve the genetic merit of herds as one bull with desirable traits can be used to inseminate thousands of cows. Prior to the release of semen into the field animal breeding centers worldwide, a number of microscopy-based prefreeze and post-thaw quality control checks were typically performed [1]. Despite these stringent controls, some bulls with apparently normal semen quality yield unacceptable low pregnancy rates, which can have significant economic losses for farmers. The reason for this is largely unknown, and most studies have focused on attempting to predict bull fertility using a range of *in vitro* sperm functional parameters combined with various statistical models [2, 3]. These *in vitro* assays range from microscopic evaluations to flow cytometry analysis of plasma membrane integrity, oxidation level, mitochondrial status, and sperm chromatin structure, to name but a few [4–6]. These studies, however, do not attempt to assess where along the developmental pathway reproductive wastage occurs for some bulls.

During AI, semen is deposited in the uterus where sperm interact with the uterine and oviductal epithelia as well as the mucus secretions before reaching the site of fertilization in the ampulla [7]. In many species to-date, it has been shown that semen (sperm and seminal plasma) is capable of initiating an immune response in the uterus and has been best described in mice, pigs, horses, and more recently in cattle [8–10]. Bovine *in vitro* studies have shown sperm alone can induce a pro-inflammatory response in the uterus [11] mediated by the TLR2/4 pathways [12, 13]. *In vivo* sperm that have come in contact with seminal plasma (SP), but not SP alone, induce transcriptional changes in the uterus after natural mating in cattle [10]. Studies in mice have shown that the interaction of sperm with the uterine epithelial cells help initiate the female immune response in early pregnancy and is mediated by*IL6, CXCL2,* and *CSF3* [14]. Infertility in mice has been linked with a lack of *IL11A* and a defective uterine response to implantation [15]. Genes expressed in the bovine endometrium associated with high-fertility (HF) compared to low-fertility (LF) heifers include *DKK1, IGFBP1, and MEP1B* [16]; however, the effect of sire fertility on the endometrial expression and pregnancy success rate remain to be elucidated. An *ex vivo* model showed bull sperm enter the uterine glands where they interact with polymorphonuclear leukocytes (PMNs) [17]. Postinsemination, PMNs are known to rapidly enter the uterine lumen of cows. The route of this PMN migration to the uterus is via uterine glands where they phagocytize sperm or form neutrophil extracellular traps [18]. The role of this immune response appears to clear the endometrium of excess sperm and bacteria and to prepare the endometrium for pregnancy [8]. The level of inflammation and PMN migration, which is beneficial to priming the uterus for the subsequent pregnancy, is a complex process, and some studies suggest that moderate influx of PMNs leads to significantly higher conception rates [19, 20].

We hypothesized that sperm from bulls of differing fertility phenotypes elicit a differential immune response, which can affect outcomes by altering sperm transport and/or by differential priming of the uterus, which may affect embryo development once the blastocyst comes back down into the uterus approximately five days of postfertilization. To address this, we used a molecular-based approach to investigate the uterine biology of uterine interactions *in vivo* with sperm from HF and LF AI bulls.

## Materials and methods

### Ethical approval

Protocols were developed in accordance with the Cruelty to Animals Act (Ireland 1876, as amended by European Communities regulations 2002 and 2005) and the European Community Directive 86/609/EC. All animal procedures were conducted under experimental license from the Health Products Regulatory Authority and approved by the University of Limerick Animal Ethics Committee.

### Experimental model

The estrus cycles of thirty, cross-bred heifers were synchronized and inseminated using a fixed-time AI protocol. An eight-day intravaginal progesterone device (PRID Delta) was used with gonadotrophin-releasing hormone (Ovarelin; 2 ml) administered intramuscularly at the time of PRID insertion. All heifers were administered with prostaglandin F2 alpha (Enzaprost; 5 ml) intramuscularly to induce luteolysis 24 h prior to PRID removal. Two heifers lost the PRIDs and were removed from the experiment. Heifers received a single fixed time insemination of frozen–thawed semen at 72 h post-PRID removal or were not inseminated and left as part of a control group. Ovarelin (2 ml) was administered intramuscularly to all heifers at the time of AI.

Heifers were allocated to one of three treatments and were inseminated by a single trained technician with semen from five HF bulls (2 heifers/bull) and five LF bulls (2 heifers/bull) or not inseminated bulls (CTRL; *n* = 8 heifers). Two semen straws (one from each of two ejaculates) from each bull were used. The study was carried out over two replicates.

### Bull selection

Data on the field fertility of a population of Holstein-Friesian bulls (*n* = 840) used in Ireland were obtained from the Irish Cattle Breeding Federation (ICBF) database. Each bull had a minimum of 500 inseminations based on an adjusted sire fertility model [21]. Adjusted bull fertility was defined as pregnancy to a given service identified retrospectively either from a calving event or where a repeat service (or a pregnancy scan) deemed the animal not to be pregnant to the said service. Cows and heifers that were culled or died on farm were omitted. These raw data were then adjusted for factors including semen type (frozen, fresh), cow parity, days in milk, month of service, day of the week when serviced, service number, cow genotype, herd, AI technician, and bull breed and were weighted for number of service records resulting in an adjusted pregnancy rate centered at 0%. For this study, bulls classified as having HF had an average adjusted fertility score of +4.01 ± 0.25% (*n* = 5; average no. inseminations per bull = 38 041: Table 1), whereas, those classified as LF had an average of −11.29 ± 1.11% (*n* = 5; average no. inseminations = 978; Table 1).

**Table 1:** *In vivo* fertility data of Holstein Friesian bulls of HF and LF as determined by an adjusted animal model (AAM). Mean of the population in the AAM was 0%.

**Bull**	**Number of inseminations**	**AAM (%)**	**Fertility status**
1	1479	−15.53	Low
2	519	−12.13	Low
3	609	−10.33	Low
4	1772	−9.83	Low
5	510	−8.93	Low
6	12 417	+3.57	High
7	5121	+3.67	High
8	37 856	+3.87	High
9	99 953	+3.97	High
10	34 859	+4.97	High

### Tissue collection

Twelve hours after insemination, heifers were slaughtered at a commercial abattoir. Reproductive tracts were collected immediately postmortem, and the uterine horn ipsilateral to the ovulated ovary was opened longitudinally with a sterile scissors. Tissue samples were obtained from the intercaruncular area of the uterine horn close to the side of the uterine body using a sterile 8-mm biopsy punch (Stiefel Laboratories Ltd, High Wycome, UK). Sterile blades were used to dissect the endometrium away from the myometrium. Samples were immediately stored in liquid nitrogen, transported to the laboratory, and stored at −80°C.

### RNA extraction, library prep, and RNA sequencing

One uterine biopsy from each heifer was selected for RNA transcriptomic analysis. Samples were homogenized in Trizol, followed by RNA extraction using an RNeasy Mini Kit (Qiagen, Hilden, Germany) as per manufacturer’s instructions. The quantity of RNA was determined using the Nano Drop 1000 (Thermo Fisher Scientific, WA, USA) and quality with the Agilent Bioanalyzer (Agilent Technologies, CA, USA). The average RNA integrity number value of all samples was >7. TruSeq (Illumina TruSeq stranded mRNA library construction) RNA libraries were prepared for all 28 samples. All libraries were sequenced over Illumina NovaSeq sequencer, generating 100 bp paired end reads (50 million reads/sample).

### Quality control, mapping, and differential read count quantification

Raw sequence reads were downloaded in FASTQ format, and these sequence reads were quality assessed using software fastqc (v.0.11.8) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Sequences from all samples were quality trimmed and cleaned of adaptor sequences using BBDuk java package. On average, 0.2% of the bases were trimmed per sample. Trimmed reads were mapped to the Bovine Reference Genome in ARS-UCD1.2 using STAR RNA-seq aligner v2.5.2, and uniquely mapped read counts per Ensemble annotated gene/transcript were estimated using the STAR–quant Mode option. Genes with zero read counts across all samples as well as nonprotein coding genes were removed prior to subsequent analysis.

Differential gene expression analysis and data transformations and visualization were carried out using DeSeq2 v1.30 in R 4.0.2. Sample clustering was carried out on variance stabilizing transformed data and visualized using PCA. Differentially expressed gene (DEG) lists were generated using a negative binomial generalized linear model and pairwise comparisons using each combination of the uterine biopsy groups. *P* values were adjusted for multiple comparisons using a Benjamini and Hochberg (B–H) method. Genes with an adjusted *P* value <0.05 were considered differentially expressed and used for further data exploration and pathway analysis. Gene Ontology (GO) and KEGG pathway analysis of DEGs were carried out using cluster Profiler (v3.18.0) [22].

### Neutrophil assessments and quantification

The ability of neutrophils to move from the mucosal region of the endometrium through the epithelium in response to the external environment was assessed as follows:

Endometrial samples (~1 cm^2^), which included the surface epithelium, were harvested from three animals for each group (heifers exposed to LF semen, heifer exposed to HF, and CTRL heifers—no semen exposure) within 30 min of slaughter and fixed in 10% neutral buffered formalin for 48 h. Following processing into paraffin, tissue blocks were sectioned at 5 μm thickness using a Leica microtome and stained with hematoxylin and eosin. The sections were examined using an Olympus BX43 microscope fitted with an image analyser (Image—Pro Premium; Media Cybernetics, MD, USA). Using a 63x oil immersion objective, 20 and 40 fields of view (FOV) were selected per sample. Neutrophils within the columnar epithelium region only were quantified. The count was expressed as the average number of neutrophils per FOV per group. On average, 106 FOV were analyzed per treatment group.

### Endometrial expression of IL-1 alpha

Uterine biopsies from three heifers from each treatment were used for immunohistochemical localization IL-1 alpha. The formalin-fixed paraffin-embedded endometrial biopsies were sectioned at 5 μm thickness and stained using primary antibody Interleukin-1 alpha (#P420A, Thermo Fisher Scientific). Samples underwent antigen retrieval in 0.01 M citrate buffer and were blocked for endogenous peroxidases using 0.3% H_2_O_2_. A horseradish-peroxidase-conjugated goat anti-rabbit IgG H&L secondary antibody (Abcam, Cambridge, UK) was applied and developed with 3,3’diaminobenzidine substrate (DAB substrate, Abcam) before being mounted. Representative pictures were taken using an Olympus BX43 microscope fitted with an image analyser (Image—Pro Premium; Media Cybernetics). A negative control with no primary antibody was applied.

## Results

### Comparison 1: significant differential expression of genes in the endometrium of heifers in response to semen from HF bulls relative to control heifers

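RNA was sequenced from one uterine biopsy of each of 28 heifers. The HF treatment held 10 heifers and the LF treatment 10, with 5 bulls and 2 heifers per bull in both, all sampled 12 h after insemination, and the CTRL treatment held 8 heifers that received no semen. The work was done in 2 study replicates, and the 2 heifers of a bull belonged to different study replicates. Heifers are named here by treatment and number (HF1 to HF10, LF1 to LF10, CTRL1 to CTRL8), and heifers 1 to 5 of HF and LF and 1 to 4 of CTRL made up study replicate 1. Supplementary file 1 lists all heifers as cross-breds, whereas the sample labels give a Holstein-Friesian background. There were 4 Limousin crosses in HF, 3 in LF and 4 in CTRL, and 4 Charolais crosses in HF, 5 in LF and 1 in CTRL. The 2 Belgian blue crosses were in HF and the 1 Saler cross in CTRL. LF and CTRL each held 1 Aberdeen angus and 1 Simmental cross. Breed as a covariate therefore cannot be fully told apart from treatment. The deposited values were whole-number counts of reads per Ensembl gene for each heifer, not normalized. For their making the paper names the STAR aligner with its quantMode counts on the ARS-UCD1.2 genome, and the submitters' processing notes name STAR 2.6.1b and Subread 1.6.3. Each file listed 24596 gene IDs, of which 19458 had a count in at least 1 heifer. Total counts per heifer ranged from 14872812 to 24024538 in HF (median 19794372), from 16039311 to 25633259 in LF (median 18965105) and from 15458403 to 22834975 in CTRL (median 19149694). The paper states a depth of 50 M reads per sample, and all values here use the counted reads. No 2 heifers of a treatment differed by as little as sampling noise, since the chi-square statistic per degree of freedom was at least 19.3 in all 118 pairs. Biotypes of the IDs were not used here, so genes that do not code for protein stayed in. Each pair of treatments was fitted on its own samples with edgeR's quasi-likelihood test, after TMM normalization and a filter on low counts, and DESeq2, the tool of the paper, was run beside it. Counts in the text are given as normalized CPM (counts scaled to a common library size) with the SD between heifers, and log2 fold changes (log2FC) with their standard error. Gene names came from Tables 2, 4 and 5 and from the first 1685 of the 14679 rows of the LF against CTRL sheet of Supplementary file 2, which together name 1522 IDs. That sheet is sorted by the p-value of the paper for LF against CTRL, so named genes lean towards small p-values. At an unadjusted p under 0.05 from edgeR stood 37.9% of the 1488 named genes against 13.6% of the 13397 others between HF and CTRL, 44.9% of 1487 against 1.28% of 13362 between LF and CTRL, and 9.83% of 1485 against 7.70% of 13308 between HF and LF. Counts of listed genes therefore describe the named members only and are not independent evidence on a list as a whole.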

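Of 26 genes of prostaglandin and leukotriene pathways, listed before the data were examined, 8 had a name among the IDs. At an adjusted p under 0.05, DESeq2 called PTGDS, PTGES and LTA4H higher and ALOX12 lower in HF than in CTRL heifers, and it called LTA4H in only 7 of 18 fits that each left out 1 heifer (lost without CTRL1, CTRL4, CTRL5, CTRL8, HF3, HF4, HF5, HF6, HF7, HF9 or HF10). PTGES, a prostaglandin E synthase, was at 13.0 ± 4.81 CPM (SD, n = 10) in HF and at 6.05 ± 2.46 CPM (SD, n = 8) in CTRL heifers (log2FC 1.10, standard error 0.25, edgeR adjusted p = 0.118, DESeq2 adjusted p = 0.00475), and all 10 HF heifers lay above the CTRL median. Of 27 immediate early and stress genes 7 had a name, 0 of the 7 had a log2FC above 0, and DESeq2 called DUSP5, a phosphatase that inactivates the MAP kinase ERK, 3.27-fold lower (adjusted p = 0.00167) and the heat shock gene HSPH1 1.71-fold lower (adjusted p = 0.0305). Of 21 genes of the unfolded protein response 2 had a name, and DESeq2 called both lower, DNAJC3 by 1.51-fold (adjusted p = 0.00257) and TRIB3 by 2.51-fold (adjusted p = 0.0201). Of 29 genes of ciliated epithelium 9 had a name and all 9 had a log2FC above 0, but DESeq2 called only CCDC114. In the stromal fibroblast list, with 4 named of 17, DESeq2 called the intermediate filament gene VIM 1.31-fold higher (adjusted p = 0.0316). In the cell cycle list, with 4 named of 30, it called the thymidylate synthase gene TYMS 1.42-fold higher (adjusted p = 0.00682). Of 26 complement and acute phase genes 5 had a name, and DESeq2 called 1 of them higher. edgeR called 2 of these 5 when adjusted over the list alone. With 1 heifer left out, DESeq2 lost HSPH1 without CTRL1, CTRL4, CTRL5, HF2, HF4, HF6, HF8, HF9 or HF10, VIM without CTRL1, CTRL4, CTRL8, HF2, HF3, HF4, HF5, HF9 or HF10, and TRIB3 without CTRL1, CTRL4 or CTRL5, and it called PTGES, DUSP5, DNAJC3 and TYMS in all 18 fits. Adjusted over the list alone, edgeR called 4 of the prostaglandin and leukotriene genes, 5 of the immediate early and stress genes, 2 of the unfolded protein response, 1 of the ciliated epithelium, 3 of the stromal fibroblast and 2 of the cell cycle genes, and the choice of named genes described above makes these counts no independent evidence. Adjusted over all 14885 genes tested, edgeR's quasi-likelihood test called 0 genes at an adjusted p under 0.05, with a smallest adjusted p of 0.0650, and DESeq2 called 328. At an unadjusted p under 0.05 edgeR had 2386 genes (16.0%), where independent genes without effect would give 744. Of 100 splits of the heifers, the real one included, 7 gave at least 2386, so chance cannot be excluded. Of the 328 genes, edgeR tested 314, and all 314 had the same direction there, with a median adjusted p of 0.149. The mean log2 CPM of the 8 named smooth muscle markers was −0.20 ± 1.02 (SD, n = 10) in HF and 0.74 ± 1.32 (SD, n = 8) in CTRL heifers, with a 2-sided exact permutation p of 0.104. Named markers lean towards small p-values of the paper for LF against the same CTRL heifers. This p therefore cannot decide whether smooth muscle differed. The DESeq2 count depended on single heifers, with 97 genes without CTRL1, 869 without CTRL2, 91 without CTRL4, 129 without CTRL5, 554 without CTRL6, 637 without CTRL7, 204 without CTRL8, 200 without HF2, 110 without HF9 and 134 without HF10, and edgeR called 91 genes without CTRL2 and 3 without CTRL6. In DESeq2 fits chosen after seeing the data, 110 genes were called with the smooth muscle mean as a covariate, 98 with breed as a covariate, 114 with all 28 heifers in one fit and 76 when the counts of the 2 heifers of a bull were summed. HSPH1 and CCDC114 were lost in all 4 of these fits, LTA4H and TRIB3 in all but the one with 28 heifers, VIM in all but the one with breed, and TYMS with the smooth muscle mean and with bulls summed. Among the called genes given in the text, the median lost call kept 0.954 of its log2FC with breed and 0.912 with the smooth muscle mean, where HSPH1 kept 0.664.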

Using rigorous statistical filtering, 376 genes were identified as significantly differentially expressed (adjusted *P* value <0.05) in the endometrium of heifers inseminated with semen from HF bulls relative to the CTRL heifers (Figure 1). 

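The genes that weighed most on the first principal component (PC1) of HF and CTRL heifers included, among those with a name, the smooth muscle genes ACTA2 and MYLK, the prostaglandin F receptor PTGFR, the Wnt modulator SFRP2 and the basement membrane collagens COL4A5 and COL4A6. PC1 held 34.3% and PC2 22.6% of the variance of the 500 most variable genes after variance stabilisation. The mean score on PC1 was 4.18 in the 10 HF and −5.23 in the 8 CTRL heifers, a difference that was not larger than the spread between heifers (2-sided exact permutation test, p = 0.164). Treatment accounted for 10.4% of the variance over all components, against a median of 5.16% when the labels were permuted (exact permutation test over all 43758 splits, p = 0.0801). In the plane of PC1 and PC2, 15 of the 18 heifers had a heifer of their own treatment as nearest neighbour.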

There was clear separation between samples in both groups as shown in the PCA plot (Figure 2A). Of the 376 DEG’s, there were 173 genes with increased expression in the HF treatment and 203 with decreased expression in the HF treatment group, and this relatively equal of divide was also evident from the volcano plot (Figure 2B). 

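Genes called higher in HF heifers included the amino acid transporter SLC7A3, the fatty acid binding protein FABP7, the apolipoprotein APOA1 and the chromatin protein HMGB2, and genes called lower included the phosphatase DUSP5, the endothelin receptor EDNRB, the somatostatin receptor SSTR1 and the hyaluronan-binding protein CEMIP. FABP7 was at 56.6 ± 16.9 CPM (SD, n = 10) in HF and 27.0 ± 10.9 CPM (SD, n = 8) in CTRL heifers (log2FC 1.07, standard error 0.21, DESeq2 adjusted p = 0.00140, edgeR adjusted p = 0.112). Of the genes called by DESeq2, 162 were higher and 166 lower in HF than in CTRL heifers, and of the 120 with a name 68 were higher and 52 lower. A fold change over 2 was seen for 44 of the higher and 61 of the lower genes. Of the genes given here, SLC7A3, FABP7, APOA1 and DUSP5 were called in all 6 DESeq2 fits added after seeing the data that kept every heifer, whereas HMGB2, EDNRB, SSTR1 and CEMIP were each lost in at least 3, breed as a covariate and summed bulls among them. edgeR called 0 genes in either direction.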

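Among the genes that DESeq2 called higher in HF than in CTRL heifers, the named genes with the largest changes were the neurotransmitter receptor subunit GABRA4, the transporter SLC7A3, the cytokine IL1A, ANKS1B (3.40-fold, adjusted p = 0.0394) and the TGF-beta family member GDF10 (3.16-fold, adjusted p = 0.0167). GDF10 was at 3.29 ± 2.38 CPM (SD, n = 10) in HF and 1.03 ± 0.535 CPM (SD, n = 8) in CTRL heifers (edgeR adjusted p = 0.149), and its call was lost without CTRL1, CTRL4, HF9 or HF10. That for ANKS1B was lost without CTRL1, CTRL4, CTRL5, CTRL8, HF4, HF5, HF6 or HF9. Over all 162 genes the increases ran from 1.16- to 48.1-fold. The largest belonged to ENSBTAG00000046076, a gene too low in counts for edgeR's filter (DESeq2 log2FC 5.59, standard error 1.21, adjusted p = 0.00253). It rested on few heifers, with 2465 counts in HF9, 530 in HF5 and 426 in HF2 and at most 87 in any other HF heifer. Without HF9 the log2FC was 3.75 and the call was lost. Without HF2 or HF5 it was 3.23 or 2.80, also with the call lost, but in these 2 fits DESeq2 replaced outlying counts of this gene, and with that step switched off the log2FC was 5.62 and 5.55 and the call stayed (adjusted p = 0.00630 and 0.00620). Among the DESeq2 fits added after seeing the data, the call was lost with breed as a covariate, that for GDF10 with the smooth muscle mean and with bulls summed, and that for ANKS1B with each of these 3 and with all 28 heifers in one fit.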

The fold change values, which were increased in HF compared to CTRL treatments, ranged from 1.15- to 21.99-fold. The full list of DEG is available in Supplementary file 2, and the top ten most significant DEGs are shown in Table 2. The gene with the largest fold change 21.99 was *GABRA4,* which is involved in transmembrane signaling receptor activity*.* The top genes with increased expression in HF treatments included *PTGDS, GABRA4*, and *SLC7A3.* Of the 173 upregulated genes, there were multiple genes encoding coiled-coil domain containing proteins (*CCDC114, CCDC28B, CCDC62, CCDC80,*) with genes from this family involved in protein folding [23]. 

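GABRA4, a subunit of the receptor for the neurotransmitter GABA, had 450 counts in the 10 HF heifers together and 16 in the 8 CTRL heifers. It reached 2.31 ± 2.69 CPM (SD, n = 10) in HF and 0.109 ± 0.0853 CPM (SD, n = 8) in CTRL heifers (DESeq2 log2FC 4.41, standard error 0.80, adjusted p = 9.68e-05), with 8 of 10 HF heifers above every CTRL heifer and 5 of them above 1 CPM, and its counts were too low for edgeR's filter. PTGDS, a prostaglandin D synthase, was at 318 ± 97.6 CPM (SD, n = 10) in HF and 146 ± 38.2 CPM (SD, n = 8) in CTRL heifers, and all 10 HF heifers lay above every CTRL heifer (log2FC 1.13, standard error 0.18, edgeR adjusted p = 0.0650, DESeq2 adjusted p = 2.70e-05). SLC7A3, a transporter of cationic amino acids, was likewise higher in all 10 HF heifers than in any CTRL heifer, at 1.85 ± 1.01 CPM (SD, n = 10) against 0.431 ± 0.248 CPM (SD, n = 8), with a log2FC of 2.09 (standard error 0.40, edgeR adjusted p = 0.108, DESeq2 adjusted p = 1.77e-04). DESeq2 called these 3 genes whichever heifer was left out. Of the 4 coiled-coil domain genes that the paper names, 3 had a name among the IDs, and DESeq2 called all 3 higher in HF heifers: CCDC28B by 1.58-fold (adjusted p = 0.0173), CCDC114, a gene of ciliary dynein arms, by 1.62-fold (adjusted p = 0.0217) and CCDC80 by 1.62-fold (adjusted p = 0.0273). The paper chose these genes on the same heifers, so this count is no independent evidence of their direction. The edgeR adjusted p was 0.137 for CCDC28B, 0.145 for CCDC114 and 0.149 for CCDC80. The call for CCDC28B was lost without CTRL1, that for CCDC114 without CTRL1, CTRL4, CTRL5, HF9 or HF10, and that for CCDC80 without any of these 5 or CTRL8. All 3 were also lost in DESeq2 with breed as a covariate, with the smooth muscle mean as a covariate and with all 28 heifers in one fit, and CCDC114 and CCDC80 with the counts of a bull summed, in fits chosen after seeing the data.

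**Figure D1:**
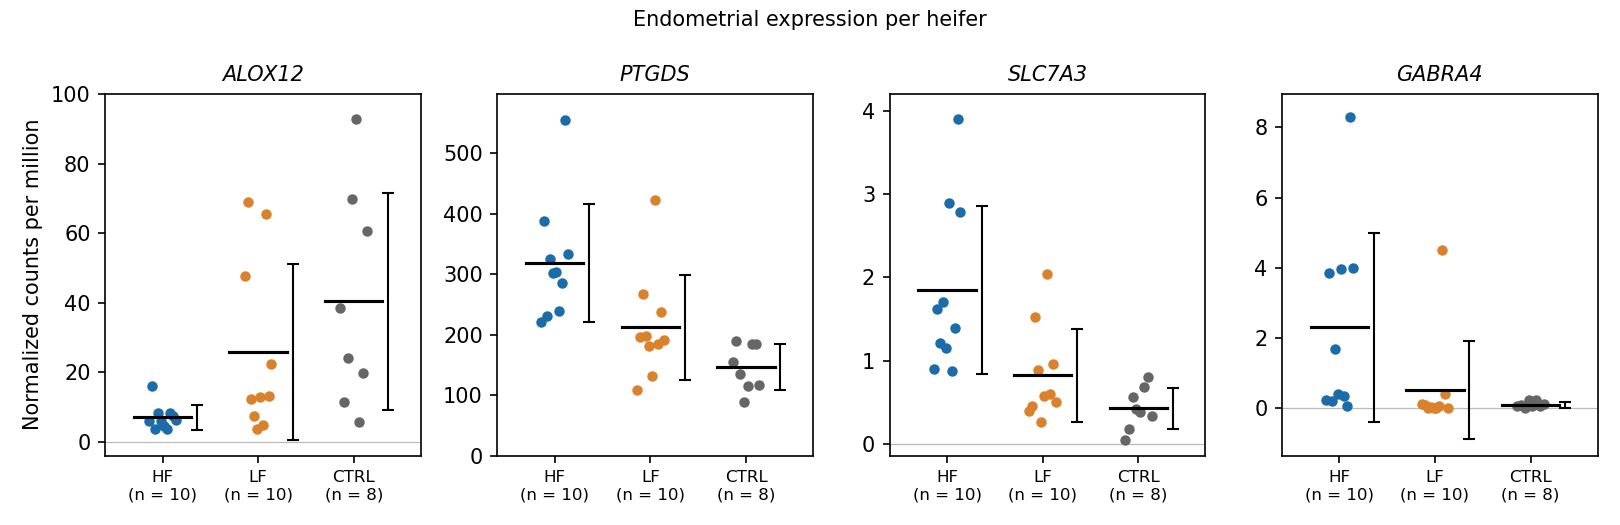
Normalized CPM (linear y axis) of ALOX12, PTGDS, SLC7A3 and GABRA4 in HF, LF and CTRL heifers (x axis). Each point is a heifer, the line is the mean and the bar is 1 SD; all 10 HF heifers lie above all 8 CTRL heifers for PTGDS and SLC7A3, whereas for GABRA4 5 of the HF heifers exceed 1 CPM.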

In relation to immune genes, there was increased expression of *IL11RA, IL4I1*, and *IL1A.*

**Figure 1:**
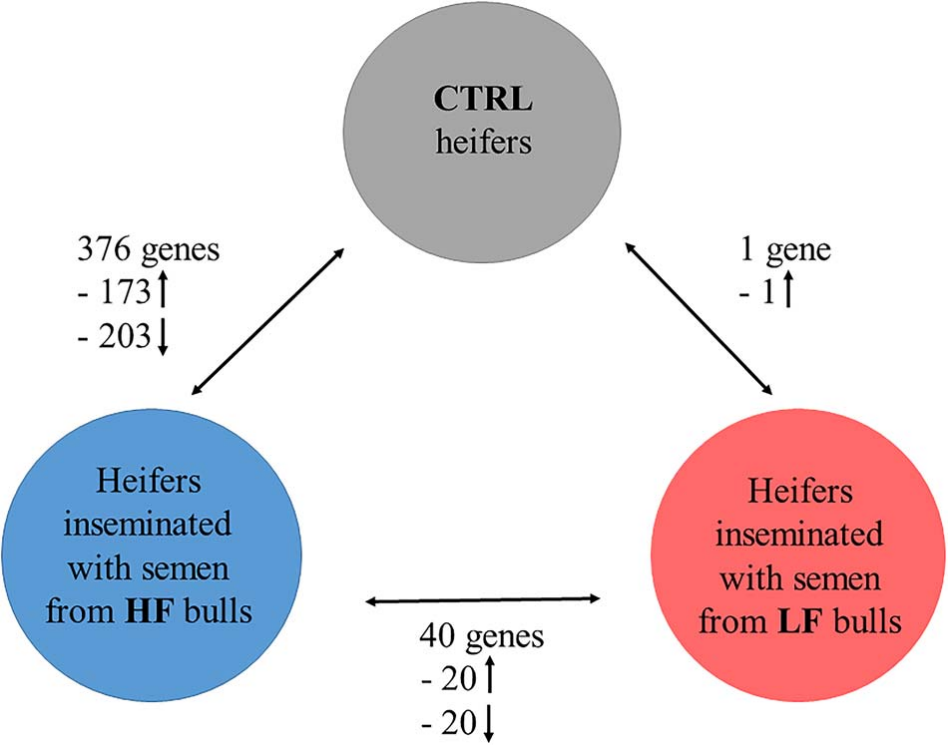
Number of DEGs in the endometrium of heifers where three comparisons were performed. (i) Heifers inseminated with frozen–thawed semen from HF bulls (*n* = 10 heifers; 2 heifers/bull) relative to the CTRL (*n* = 8 heifers). (ii) Heifers inseminated with semen from LF bulls (*n* = 10 heifers; 2 heifers/bull) relative to CTRL. (iii) Heifers inseminated with HF bulls relative to LF bulls. Gene expression was determined by RNA-seq using an adjusted *P* < 0.05 and FC > 1. Arrows represent the direction of fold change.

**Figure 2:**
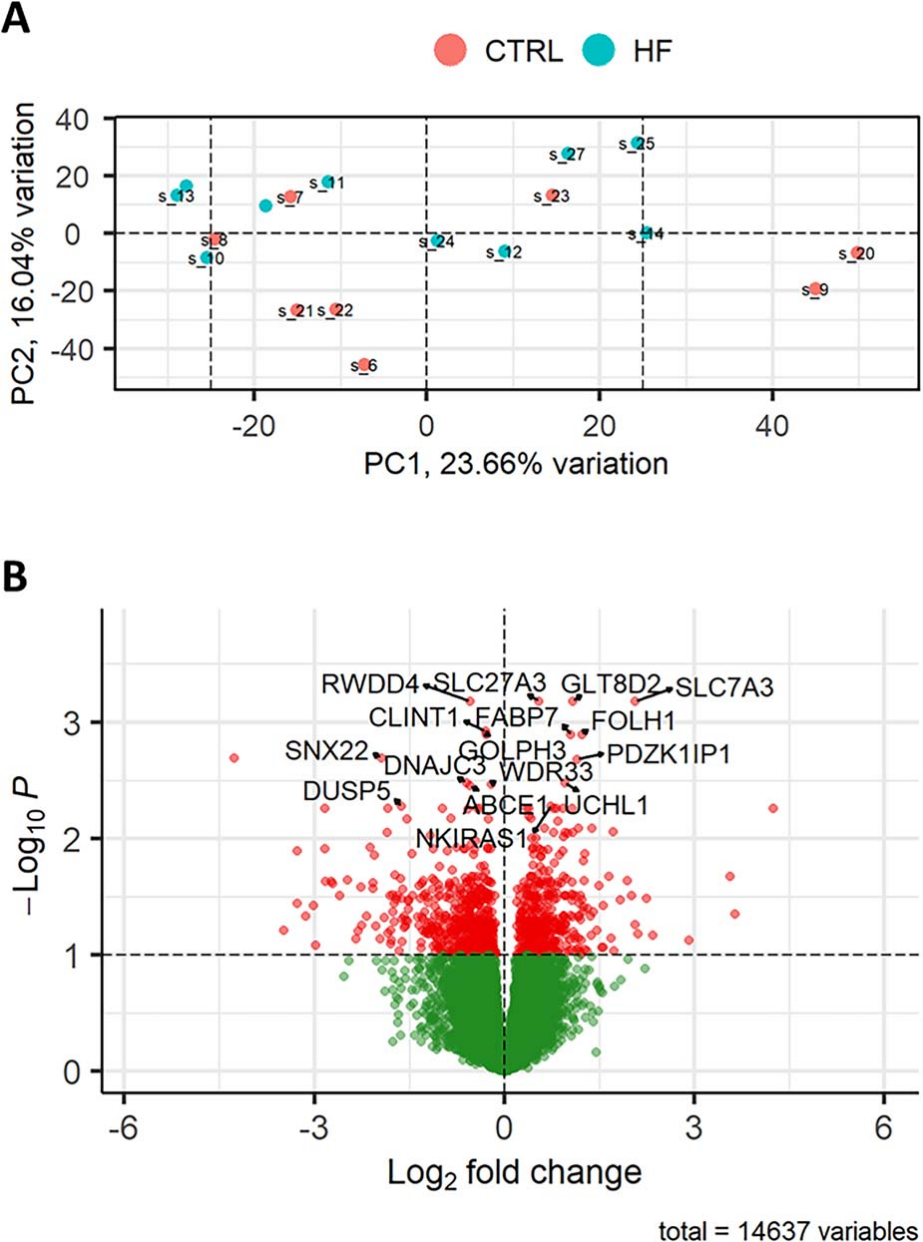
DEGs in the endometrium of heifers inseminated with frozen–thawed semen from HF bulls (*n* = 10 heifers) relative to the CTRL noninseminated heifers (*n* = 8 heifers). (A) PCA plot showing the distribution of RNA-seq samples, where colors indicate the two treatments and numbers refer to specific heifer IDs (as detailed in Supplementary file 1). (B) Gene expression data are presented as a volcano plot using log values of the fold change and *P* value. Each data point represents a single gene, with those in red representing genes that survived the cut off thresholds of adjusted *P* < 0.05. The most significant DEGs are labelled, where gene names are available.

**Table 2:** Top 10 DEGs in the endometrium of heifers inseminated with frozen–thawed semen from HF bulls relative to CTRL heifers. Positive absFC values indicate higher expression in HF relative to CTRL, and negative values indicate higher expression in CTRL relative to HF.

**Gene symbol**	**Ensembl ID**	**Gene Name**	**Gene functions**	**absFC**
ALOX12	ENSBTAG00000021933	Arachidonate 12-lipoxygenase	Lipoxygenase activity	−5.90
PTGDS	ENSBTAG00000015074	Prostaglandin D2 synthase	Prostaglandin D synthase activity	2.15
GABRA4	ENSBTAG00000016645	Gamma-aminobutyric acid type A receptor alpha4 subunit	Transmembrane signaling receptor activity	21.99
GLT8D2	ENSBTAG00000000925	Glycosyltransferase 8 domain containing 2	Transferase activity	2.11
RWDD4	ENSBTAG00000003081	RWD domain containing 4	Protein binding	−1.46
SLC7A3	ENSBTAG00000007403	Solute carrier family 7 member 3	Transmembrane transporter activity	4.19
SLC27A3	ENSBTAG00000021862	Solute carrier family 27 member 3	Catalytic activity	1.46
CLINT1	ENSBTAG00000016199	Clathrin Interactor 1	Transport between the trans-Golgi network and endosomes	−1.23
FOLH1	ENSBTAG00000007397	Folate hydrolase 1	Folate hydrolase and N-acetylated-alpha-linked-acidic dipeptidase (NAALADase) activity	2.33
GOLPH3	ENSBTAG00000032848	Golgi phosphoprotein 3	Regulatory role in Golgi trafficking	−1.22

Of the 203 significantly downregulated genes in the endometrium of HF heifers relative to the CTRL treatment, the fold change ranged from −19.23 to −1.12. 

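Named genes with the largest decreases in HF relative to CTRL heifers were the lipoxygenase ALOX12, the diacylglycerol kinase DGKK (5.22-fold, DESeq2 adjusted p = 0.0447), CEMIP, which takes part in the breakdown of hyaluronan, TGM1, a transglutaminase (3.44-fold, adjusted p = 0.00623), and SSTR1. CEMIP was at 7.45 ± 3.59 CPM (SD, n = 10) in HF and 35.2 ± 58.3 CPM (SD, n = 8) in CTRL heifers (log2FC −2.24, standard error 0.61, edgeR adjusted p = 0.150, DESeq2 adjusted p = 0.0266), and its call was lost without CTRL1, CTRL4, HF2, HF9 or HF10. Without CTRL1 alone, CEMIP was 2.00-fold lower in DESeq2 instead of 4.79-fold, and DGKK 2.51-fold lower. DGKK was called in 6 of 18 fits that each left out 1 heifer (lost without CTRL1, CTRL4, CTRL5 or any HF heifer but HF1), SSTR1 in 12 (lost without CTRL1, CTRL4, CTRL5, CTRL8, HF9 or HF10) and TGM1 in 17 (lost without CTRL4). Smaller decreases with little spread were seen for RWDD4 at 31.5 ± 3.77 against 45.0 ± 6.67 CPM (DESeq2 adjusted p = 7.06e-04) and for CLINT1, a protein of clathrin-coated vesicles, at 105 ± 7.63 against 128 ± 9.35 CPM (adjusted p = 0.00167), each with 10 HF heifers below the CTRL median. Over the 166 genes that DESeq2 called lower, the decreases ran from 1.15- to 18.2-fold. ENSBTAG00000007144, with the largest, had counts too low for edgeR's filter (DESeq2 log2FC −4.19, standard error 1.00, adjusted p = 0.00844), and was 10.5-fold lower without CTRL5. Breed as a covariate, the smooth muscle mean as a covariate and summed bulls, 3 DESeq2 fits added after seeing the data, each lost CEMIP, SSTR1 and DGKK, summed bulls also lost TGM1 and ENSBTAG00000007144, and all 28 heifers in one fit lost DGKK and CLINT1. With the smooth muscle mean CEMIP kept only 0.225 and DGKK 0.238 of its log2FC.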

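ALOX12 encodes a lipoxygenase that converts arachidonic acid. Its expression was 7.04 ± 3.55 CPM (SD, n = 10) in HF and 40.4 ± 31.0 CPM (SD, n = 8) in CTRL heifers, a log2FC of −2.52 (standard error 0.43, edgeR adjusted p = 0.0650, DESeq2 adjusted p = 1.64e-05). All 10 HF heifers lay below the CTRL median and 3 of them below every CTRL heifer. In LF heifers it stood between the others at 25.9 ± 25.2 CPM (SD, n = 10), with a log2FC of −0.64 against CTRL (standard error 0.59, edgeR adjusted p = 0.900, DESeq2 adjusted p = 0.993). DESeq2 called ALOX12 between HF and CTRL whichever heifer was left out, with a largest adjusted p of 3.96e-04.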

The most significantly decreased gene in the HF group was *ALOX12*, which is known to regulate platelet aggregation and cell migration as well as inflammation and apoptosis [24]. Multiple genes encoding solute carrier (SLC) proteins (*SLC13A5, SLC22A3, SLC39A14, SLCO2A1, SLCO4A1*) were decreased in the HF treatment heifers.

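SLC22A3, an organic cation transporter, was at 1.44 ± 0.591 CPM (SD, n = 10) in HF and 4.04 ± 3.17 CPM (SD, n = 8) in CTRL heifers, with all 10 HF heifers below the CTRL median (log2FC −1.48, standard error 0.42, edgeR adjusted p = 0.153, DESeq2 adjusted p = 0.0288). A further transporter moved the other way. SLC27A3, of the family that carries and activates fatty acids, was at 19.5 ± 2.53 CPM (SD, n = 10) in HF and 13.2 ± 1.99 CPM (SD, n = 8) in CTRL heifers, and 9 of 10 HF heifers exceeded every CTRL heifer (log2FC 0.57, standard error 0.11, edgeR adjusted p = 0.110, DESeq2 adjusted p = 4.54e-04). Of 7 solute carriers that the paper names, 3 had a name among the IDs, 2 called higher by DESeq2 and 1 lower, and these are no independent evidence, since the paper picked them on the same heifers. SLC13A5, SLC39A14, SLCO2A1 and SLCO4A1 were not analysed here, because their IDs were not paired with a name. The call for SLC22A3 was lost without CTRL1, CTRL4, CTRL5, HF2, HF9 or HF10, and in DESeq2 fits added after seeing the data also with breed or the smooth muscle mean as a covariate, with summed bulls and with all 28 heifers in one fit. It kept 0.470 of its log2FC with the smooth muscle mean.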

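DESeq2 called all genes with a name under the receptor terms higher in HF than in CTRL heifers. Under receptor ligand activity they were the cytokines IL1A and EBI3, the chemokine CCL25 (1.56-fold, DESeq2 adjusted p = 0.00795), the growth factors GDF10 and INHA (1.81-fold, adjusted p = 0.0250), APOA1 and HMGB2 (1.45-fold, adjusted p = 0.0121). APOA1, the main protein of high-density lipoprotein, was at 51.4 ± 21.5 CPM (SD, n = 10) in HF and 26.6 ± 5.04 CPM (SD, n = 8) in CTRL heifers, with a log2FC of 0.95 (standard error 0.21, edgeR adjusted p = 0.116, DESeq2 adjusted p = 0.00475). Of the 17 genes that Table 3 lists under receptor ligand activity 7 had a name, and DESeq2 called all 7 higher. With CDK5 (1.40-fold, adjusted p = 0.0493), the same held for 8 named of 18 under signaling receptor activator activity. Under peptide binding 8 of 18 had a name and moved in both directions, 5 called higher (APOA1, EBI3, FOLH1, ITM2C and PTGES) and 3 lower (CEMIP, EDNRB and SSTR1). EDNRB, an endothelin receptor, was at 7.79 ± 3.00 CPM (SD, n = 10) in HF and 21.5 ± 21.3 CPM (SD, n = 8) in CTRL heifers (DESeq2 log2FC −1.48, adjusted p = 0.0125). Its DESeq2 log2FC was −0.85 without CTRL5. Without CTRL1 it was −0.69 and the call was lost, but there DESeq2 replaced outlying counts of the gene, and with that step switched off the log2FC was −1.49 (adjusted p = 0.0268). The call for INHA was lost without CTRL1, CTRL4, CTRL5, CTRL8, HF9 or HF10. These genes are in the table because the paper called them on the same heifers, so the counts are no independent evidence, and no enrichment was tested here. edgeR called 0 of them when all genes were adjusted for, and the DESeq2 call for CDK5 held in only 5 of 18 fits that each left out 1 heifer. Further DESeq2 fits, chosen after seeing the data, lost EDNRB and CDK5 with the study replicate as a block, EDNRB, CDK5, INHA, HMGB2, CEMIP and SSTR1 with breed as a covariate and with summed bulls, and CCL25, FOLH1, EBI3, GDF10, IL1A, CDK5, HMGB2, CEMIP and SSTR1 with the smooth muscle mean as a covariate. Summed bulls also lost EBI3, GDF10, IL1A and ITM2C, and all 28 heifers in one fit lost IL1A, CDK5 and HMGB2, while APOA1 and PTGES were called in each.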

The top GO molecular function was peptide binding, signaling receptor activator activity, and receptor ligand activity (Table 3).

**Table 3:** GO and molecular function for heifers inseminated with frozen–thawed semen from HF bulls relative to control heifers.

**ID**	**Description**	**Gene ratio**	**Bg ratio**	***P* value**	**p.adjust**	**geneID**	**Count**
GO:0042277	Peptide binding	18/322	202/12367	0.0000	0.0031	ANPEP/TRHDE/ CEMIP/ APOA1/ EDNRB/IDE/ VIPR2/ DHCR24/KPNB1/ PTGES/ DLGAP3/ FOLH1/LDLR/ EBI3/ITM2C/ OXTR/IPO4/SSTR1	18
GO:0030546	Signaling receptor activator activity	18/322	259/12367	0.0002	0.0285	FGF18/HMGB2/IL6/ APOA1/ CCL2/GDF10/ TNFSF18/ IL1A/WNT16/ STC1/CSF1/ PTN/IGF1/ CDK5/PTHLH/ CCL25/ INHA/EBI3	18
GO:0048018	Receptor ligand activity	17/322	252/12367	0.0003	0.0461	FGF18/HMGB2/IL6/APOA1/ CCL2/GDF10/TNFSF18/ IL1A/WNT16/STC1/CSF1/ PTN/IGF1/PTHLH/CCL25/ INHA/EBI3	17

**Gene ID** = list of genes assigned to a given pathway.

**Bg ratio** = the ratio of the number of genes that are not differentially expressed in a pathway to the number of expressed genes with GO identifier.

**Gene ratio** = the ratio of the number of differentially expressed genes in a given pathway to the number of differentiating genes with GO identifier.

**p. adjust** = adjusted *P* value.

### Comparison 2: minor but significant differential expression of genes in the endometrium of heifers in response to semen from LF bulls relative to control heifers

In contrast to the relatively high number of DEGs in the HF compared to the CTRL heifers, LF heifers had just 1 DEGs relative to the CTRL heifers. 

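DESeq2 called the leukotriene enzyme LTA4H and SH3D21 higher in LF than in CTRL heifers. SH3D21 was at 10.7 ± 1.70 CPM (SD, n = 10) in LF and 6.81 ± 1.38 CPM (SD, n = 8) in CTRL heifers, with 9 of 10 LF heifers above every CTRL heifer (log2FC 0.66, standard error 0.15, edgeR adjusted p = 0.874, DESeq2 adjusted p = 0.0188), and its DESeq2 call held in 9 of 18 fits that each left out 1 heifer (lost without LF2, LF4, LF5, LF6, LF9, CTRL4, CTRL6, CTRL7 or CTRL8). RND3, a small GTPase that acts on the actin cytoskeleton, stood lower in all 10 LF heifers than the CTRL median, at 80.1 ± 19.3 against 134 ± 35.9 CPM (log2FC −0.74, standard error 0.17, edgeR adjusted p = 0.874, DESeq2 adjusted p = 0.166). All 4 named epithelial markers, all 6 named interferon-stimulated genes and all 6 named genes of MHC class I and antigen processing had a log2FC above 0, and DESeq2 called 0 of them, while edgeR called 2, 0 and 1 of them when adjusted over the list alone. As in HF heifers, all 9 named genes of ciliated epithelium were above 0. Of the immediate early and stress genes 0 of 7 were above 0, and of the unfolded protein response 0 of 2. Over the list alone, edgeR called 0 genes of these lists and 4 of 8 named prostaglandin and leukotriene genes. Genes with a name lean towards small p-values of the paper for this same comparison. The directions and counts of all these lists are therefore no independent evidence. Over all 14849 genes, edgeR called 0 at an adjusted p under 0.05, and DESeq2 called 2, both higher in LF heifers. At an unadjusted p under 0.05 edgeR had 839 genes (5.65%), where independent genes without effect would give 742. Of 100 splits of the heifers, the real one included, 34 gave at least 839, so chance cannot be excluded. In counts simulated for LF and CTRL heifers, edgeR recovered 12 of 67 genes changed 1.5-fold, 38 of 67 changed 2-fold and 59 of 66 changed 4-fold. The mean log2 CPM of the named smooth muscle markers was −0.39 ± 1.05 (SD, n = 10) in LF heifers, lower than in CTRL by 1.14, with a 2-sided exact permutation p of 0.0585. Named markers lean towards small p-values of the paper for LF against CTRL. This p therefore cannot decide whether smooth muscle differed. DESeq2 called 0 genes when the counts of the 2 heifers of a bull were summed, and between 0 and 16 when 1 heifer was left out. The call for SH3D21 was lost in this fit with summed bulls and also with breed or the smooth muscle mean as a covariate, but its log2FC of 0.65 (standard error 0.14) in DESeq2 stayed at 0.61, 0.63 and 0.62 in these 3 fits, with standard errors of 0.15, 0.16 and 0.16. The smooth muscle mean does not account for the change, nor does breed as far as the treatments shared breeds. Summing the heifers of a bull leaves a fold about the same by design, so that fit cannot test the bull.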

There was a reduced amount of segregation within groups as illustrated in the PCA plot (Figure 3). 

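On the plot of LF and CTRL heifers, the named genes with the largest weights on PC1 were the muscle ubiquitin ligase FBXO32, the microtubule protein MAP1B and the adhesion protein TNS1. PC1 held 34.4% and PC2 27.4% of the variance. The LF heifers had a mean of −1.85 and the CTRL heifers a mean of 2.31 on PC1 (2-sided exact permutation test, p = 0.604), and 4.85 against −6.06 on PC2 (p = 0.117 in the same exact test), so neither difference was larger than the spread between heifers. Treatment accounted for 6.88% of the variance, where permuted labels gave a median of 5.05% (exact permutation test, p = 0.291), and 10 of 18 heifers had their nearest neighbour in their own treatment.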

The low number of DEGs were evident in the volcano plot (Figure 3B). The fold change of the gene *LTA4H* was 1.37.

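LTA4H, the hydrolase that makes leukotriene B4 from leukotriene A4, was at 79.3 ± 8.96 CPM (SD, n = 10) in LF and 57.4 ± 7.96 CPM (SD, n = 8) in CTRL heifers. All 10 LF heifers lay above every CTRL heifer. The change was 1.38-fold in DESeq2 (adjusted p = 0.0188), and in edgeR the log2FC was 0.47 (standard error 0.10, adjusted p = 0.874). HF heifers had 75.3 ± 12.1 CPM (SD, n = 10), and DESeq2 called this higher than in CTRL as well (1.30-fold, adjusted p = 0.0364), in 7 of 18 fits that each left out 1 heifer (lost without CTRL1, CTRL4, CTRL5, CTRL8, HF3, HF4, HF5, HF6, HF7, HF9 or HF10). DESeq2 called LTA4H between LF and CTRL in 14 of 18 fits that each left out 1 heifer, and not without LF4, LF5, CTRL4 or CTRL6, where the largest adjusted p was 0.123. In DESeq2 fits chosen after seeing the data, its calls between LF and CTRL and between HF and CTRL were also lost with breed or the smooth muscle mean as a covariate and with the counts of a bull summed. The change itself stayed, with a log2FC between LF and CTRL of 0.47 with breed, 0.42 with smooth muscle and 0.43 with bulls summed against 0.47 (standard errors 0.11, 0.11 and 0.11 against 0.10), and between HF and CTRL of 0.33, 0.35 and 0.37 against 0.38. The smooth muscle mean does not account for it, nor does breed as far as the treatments shared breeds. Summing the heifers of a bull leaves a fold about the same by design, so that fit cannot test the bull.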

**Figure 3:**
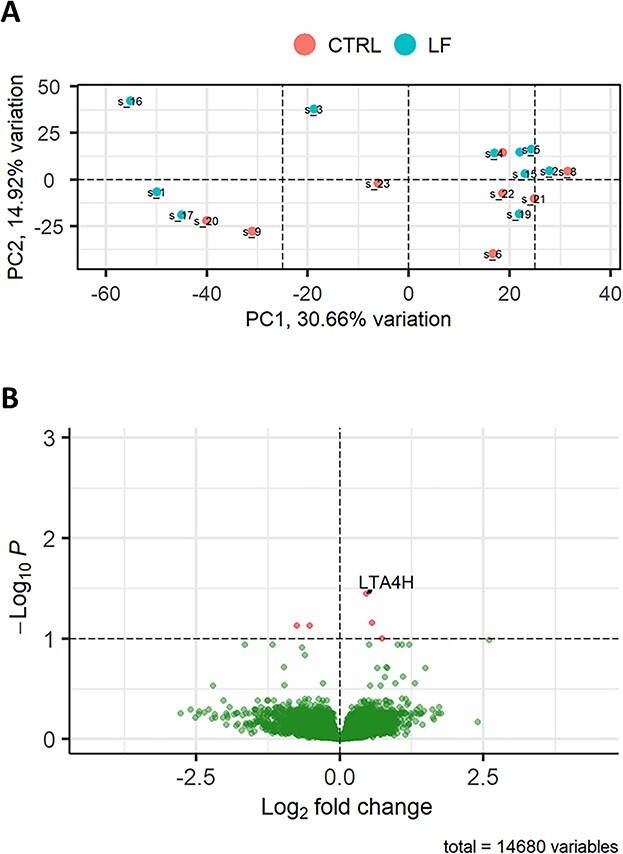
DEGs in the endometrium of heifers inseminated with frozen–thawed semen from LF (*n* = 10 heifers) bulls relative to the CTRL noninseminated heifers (*n* = 8 heifers). (A) PCA plot showing the distribution of RNA-seq samples, where colors indicate the two groups and numbers refer to specific heifer IDs (as detailed in Supplementary File 1). (B) Gene expression data are presented as a volcano plot using log values of the fold change and *P* value. Each data point represents a single gene, with those in red representing genes that survived the cut off thresholds of adjusted *P* < 0.05. The most significant DEGs are labelled, where gene names are available.

### Comparison 3: moderate but significant differential gene expression in the endometrium of heifers in response to semen from HF bulls relative to LF bulls

When the HF and LF treatments were directly compared, there were 40 DEGs in the endometrium of heifers inseminated with HF bulls relative to LF bulls. 

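Between HF and LF heifers the cytokine gene IL1A, the cartilage collagen COL9A3 and the membrane-bending protein AMPH were higher in HF, and the MHC class I gene BoLA and the lipid enzymes ALOX12 and PLA2G4A were lower. PLA2G4A, the phospholipase that frees arachidonic acid, was 1.47-fold lower in HF (DESeq2 adjusted p = 0.0488), and with ALOX12 it made up 2 of 8 named prostaglandin and leukotriene genes called by DESeq2 (3 called by edgeR when adjusted over the list alone). Of 6 named genes of MHC class I and antigen processing, 0 had a log2FC above 0 in HF relative to LF heifers, and DESeq2 called BoLA (1 by edgeR when adjusted over the list alone). All 4 named epithelial markers were likewise below 0, with 0 called by DESeq2 and 3 by edgeR when adjusted over the list alone. TRAPPC9, which takes part in NF-kB signalling, was called 1.37-fold lower in HF (adjusted p = 0.0215), a call lost without LF1, LF2, HF1, HF2, HF9 or HF10. PLA2G4A was called in 8 of 20 fits that each left out 1 heifer, and not without LF1, LF2, LF3, LF6, LF8, LF10, HF1, HF2, HF4, HF6, HF9 or HF10. Over all 14793 genes, edgeR called 0 at an adjusted p under 0.05 (smallest adjusted p = 0.357), and DESeq2 called 27. At an unadjusted p under 0.05 edgeR had 1171 genes (7.92%), where independent genes without effect would give 740. Of 100 splits of the heifers, the real one included, 20 gave at least 1171, so chance cannot be excluded. In counts simulated for HF and LF heifers, edgeR recovered 14 of 67 genes changed 1.5-fold, 41 of 67 changed 2-fold and 59 of 66 changed 4-fold. The DESeq2 count was 7 without LF1 or without LF2, 15 without LF4, 99 without LF7, 74 without LF9, 12 without LF10, 17 without HF1, 10 without HF2, 155 without HF7, and 8 without HF9 or without HF10. DESeq2 fits chosen after seeing the data called 226 genes when the counts of the 2 heifers of a bull were summed. They called 43 with the smooth muscle mean as a covariate and 8 with all 28 heifers in one fit. The latter lost ALOX12, BoLA, PLA2G4A and TRAPPC9, and PLA2G4A was also lost with the study replicate as a block or breed as a covariate. Calls lost among the genes given in the text kept a median of 0.998 of their log2FC with all 28 heifers. That median was 0.945 with the block and 0.893 with breed. ENSBTAG00000047700 kept 0.494 with summed bulls and 0.397 with the smooth muscle mean. limma-voom with sample quality weights called 158 genes. From the many DEGs of HF against CTRL, the few of LF against CTRL and the DEGs of this direct comparison, the paper concludes that the endometrium responds differently to semen of HF and of LF bulls, and that the response to HF semen is the more active.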

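Of the genes that DESeq2 called between HF and LF heifers, 13 were higher and 14 lower in HF, and 7 of the higher and 8 of the lower had a name. The higher ones included the protocadherin PCDH9 and FSD1, and the lower ones WBSCR17, a glycosyltransferase of the mucin type, and CADPS2, a protein of vesicle release. DESeq2 lost WBSCR17 without LF1, LF2, LF10, HF2, HF9 or HF10 and CADPS2 without LF1, LF2, HF2, HF9 or HF10, and both with all 28 heifers in one fit. FSD1 was at 6.94 ± 2.43 CPM in HF and 3.88 ± 0.807 CPM in LF heifers (SD, n = 10 each), and all 10 HF heifers lay above every LF heifer (log2FC 0.83, standard error 0.19, edgeR adjusted p = 0.357, DESeq2 adjusted p = 0.0215). In the plot of both treatments, PC1 held 43.6% and PC2 17.5% of the variance, and MAP1B, SFRP2 and ACTA2 were among the named genes with the largest weights on PC1. Treatment accounted for 4.89% of the variance against a median of 4.36% for permuted labels (permutation test with 100000 resamples, p = 0.418). The treatments differed by 1.82 on PC1 (permutation test, p = 0.814) and by 2.03 on PC2 (p = 0.676), and 10 of 20 heifers had their nearest neighbour in their own treatment. edgeR called 0 genes in either direction.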

From the PCA plot, it is evident there is a mixed signal between the groups (Figure 4A) with an almost equal distribution of genes with increased expression in the HF treatment (20 genes) as the LF treatment (20 genes, Figure 4B). Fold changes that were increased in the HF relative to LF treatment varied from 1.29 to 42.18 (Supplementary file 2). 

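The increases in HF relative to LF heifers that DESeq2 called ran from 1.19- to 40.2-fold over its 13 genes. The largest was that of ENSBTAG00000021565, which had too few counts for edgeR's filter (DESeq2 log2FC 5.33, standard error 1.32, adjusted p = 0.0392). Its counts came from few heifers, with 340 in HF1, 295 in HF4 and 487 in HF10, and CTRL1 (246) and CTRL7 (300) had such counts as well. The call was kept in 7 of 20 fits that each left out 1 heifer (lost without LF1, LF2, LF3, LF4, LF5, LF6, LF8, LF10, HF1, HF2, HF4, HF9 or HF10). The log2FC turned to −1.09 without HF1, −1.08 without HF4 and −1.09 without HF10, because DESeq2 then replaced outlying counts of the gene. With that step switched off it was 4.95, 5.06 and 4.66 without these heifers, and the gene was still not called (adjusted p = 0.0843, 0.0833 and 0.188). DESeq2 fits with the study replicate as a block, with breed as a covariate and with all 28 heifers, added after seeing the data, also lost the call. The smallest increase with a name was that of PKD2, which encodes the cation channel polycystin 2 (1.29-fold, adjusted p = 0.0237), a call lost without LF1, LF2, LF3, HF1, HF2, HF9 or HF10 and with all 28 heifers in one fit.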

The top 10 DEGs with increased expression in the HF treatment are shown in Table 4. 

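COL9A3, a collagen chain best known from cartilage, was at 41.3 ± 28.8 CPM in HF and 12.3 ± 4.33 CPM in LF heifers (SD, n = 10 each), with 8 HF heifers above every LF heifer (log2FC 1.74, standard error 0.33, edgeR adjusted p = 0.357, DESeq2 adjusted p = 9.80e-04). AMPH, amphiphysin, a protein of endocytosis, was 3.18-fold higher in HF at 69.5 ± 38.2 against 21.6 ± 13.1 CPM (DESeq2 adjusted p = 0.00668), and PCDH9, a cell adhesion protein, was 2.27-fold higher at 4.55 ± 1.82 against 1.98 ± 0.571 CPM (adjusted p = 0.00603). DESeq2 called these 3 genes whichever heifer was left out. TMEM136 was 1.58-fold higher (adjusted p = 0.0215). For 3 further genes of Table 4 the values were higher in HF heifers without passing the test, with ZNF711 at 33.4 ± 5.43 against 22.4 ± 6.28 CPM (DESeq2 adjusted p = 0.0967), RUNX1T1 at 23.5 ± 8.38 against 14.4 ± 5.34 CPM (adjusted p = 0.241) and PHTF2 at 24.1 ± 4.31 against 17.4 ± 5.41 CPM (adjusted p = 0.340). The call for TMEM136 was lost without LF1, LF2, LF4, HF2, HF9 or HF10 and with all 28 heifers in one fit, and that for FSD1 without LF1, LF2, HF2 or HF10.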

While the highest gene expression belongs to the novel gene, it was followed by pro-inflammatory *IL1A.* The top 10 genes with lower expression in the HF treatment compared to the HF are displayed in Table 5. 

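IL1A encodes a cytokine of the IL-1 family. Its expression was 4.84 ± 4.61 CPM in HF and 0.831 ± 0.518 CPM in LF heifers (SD, n = 10 each), and 8 of 10 HF heifers lay above every LF heifer. The log2FC was 2.52 (standard error 0.51, edgeR adjusted p = 0.357), and DESeq2 called the gene at an adjusted p of 9.80e-04 and kept the call whichever heifer was left out. The level varied within HF heifers from 1.22 CPM in HF7 to 15.0 CPM in HF9. ENSBTAG00000047700, the gene with no name in Table 4, was high in few heifers of either treatment, at 188 CPM in HF5, 77.8 CPM in HF9 and 10.1 CPM in HF2, but also at 81.0 CPM in LF7. Its mean was 28.2 ± 61.0 CPM in HF and 8.74 ± 25.4 CPM in LF heifers (SD, n = 10 each), which gave a log2FC of 1.68 in edgeR (standard error 1.33, adjusted p = 0.797) and of 3.70 in DESeq2 (standard error 0.88, adjusted p = 0.0300). The DESeq2 value rests on its replacement of outlying counts, as the log2FC was 1.70 with that step switched off (standard error 1.23, adjusted p = 0.791). It also rests on single heifers, as the fold fell from 13.0 to 2.64 without HF5 and to 2.64 without HF9, and with the replacement off the log2FC was 0.27 without HF5 and 1.38 without HF9. The DESeq2 call was lost without LF1, LF2, LF4, LF6, LF8, LF10, HF2, HF5 or HF9, and, in fits chosen after seeing the data, with the study replicate as a block or breed as a covariate (log2FC 2.68 and 3.32, no adjusted p given by DESeq2), with the smooth muscle mean as a covariate (log2FC 1.47) and with summed bulls (1.83). BoLA, a bovine MHC class I heavy chain, was lower in HF at 54.5 ± 15.0 against 108 ± 42.3 CPM and fell by 1.00 on the log2 scale (standard error 0.22, edgeR adjusted p = 0.357, DESeq2 adjusted p = 0.0215), and all 10 HF heifers lay below the LF median. BoLA has close relatives among the class I genes, and reads that map to more than 1 of them would be missing from counts of uniquely mapped reads, which was not tested, so its level is uncertain. Its call was lost without LF1, LF2, LF4, LF8, LF10 or HF10, and with all 28 heifers in one fit.

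**Figure D2:**
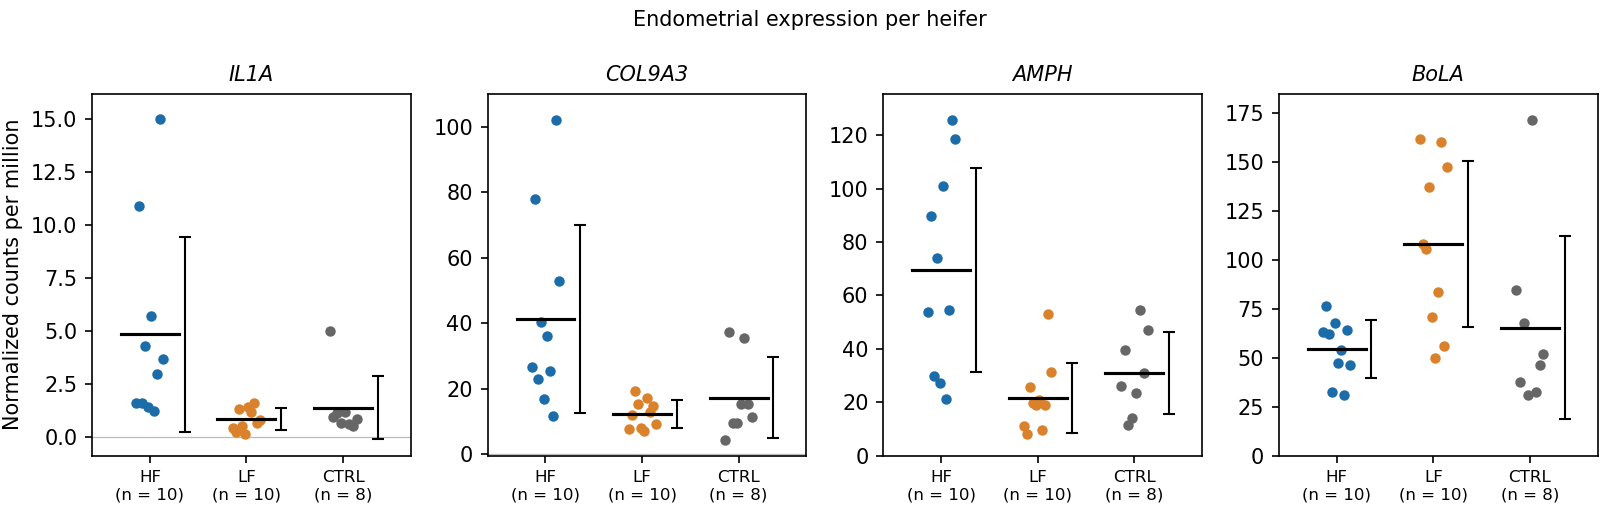
Normalized CPM (linear y axis) of IL1A, COL9A3, AMPH and BoLA in HF, LF and CTRL heifers (x axis). Each point is a heifer, the line is the mean and the bar is 1 SD; for IL1A 8 of the 10 HF heifers lie above all LF heifers, and for BoLA all 10 HF heifers lie below the LF median.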

The fold change of the 20 genes decreased in HF relative to LF ranged from −29.50 to – 1.26.*AHSG* had the lowest expression in the HF treatment signifying a further role of the immune response [25].

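AHSG, a glycoprotein that the liver secretes into plasma, was close to absent in HF heifers, with 4 counts in the 10 heifers together and 0 in 7 of them. LF heifers had 121 counts together, 0.605 ± 0.763 CPM (SD, n = 10), with 1 heifer at 0, and CTRL heifers had 70 counts, of which 48 came from 1 heifer. DESeq2 gave a log2FC of −4.89 for HF relative to LF (standard error 1.04, adjusted p = 0.00668) and called the gene whichever heifer was left out, but not with all 28 heifers in one fit, and its counts were too low for edgeR's filter. ENSBTAG00000021077 fell from 10.5 ± 14.2 CPM in LF to 0.473 ± 0.284 CPM in HF heifers (SD, n = 10 each; DESeq2 adjusted p = 0.00129), and was over 1 CPM in 5 LF heifers and 0 HF heifers. ALOX12 was 3.73-fold lower in HF than in LF heifers (DESeq2 adjusted p = 0.0300, edgeR adjusted p = 0.441). Over the 14 genes that DESeq2 called lower in HF, the decreases ran from 1.29- to 29.6-fold. Of the genes in Table 5, RCC2 at 91.9 ± 7.92 against 113 ± 16.4 CPM (adjusted p = 0.112) and the kinase LYN at 18.5 ± 3.05 against 22.6 ± 5.13 CPM (adjusted p = 0.459) did not pass the test. The call for ALOX12 was lost without HF1, HF3, HF6, HF9, HF10, LF1, LF2, LF8 or LF10 and with all 28 heifers in one fit, and the call for ENSBTAG00000039289 (9.82-fold lower, adjusted p = 0.0392) held in 9 of 20 fits that each left out 1 heifer, was lost without LF1, LF2, LF3, LF4, LF8, LF10, HF1, HF2, HF3, HF9 or HF10, and its fold was 4.27 without LF8. DESeq2 fits with the study replicate as a block, with breed as a covariate and with all 28 heifers, chosen after seeing the data, did not call ENSBTAG00000039289 either.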

**Figure 4:**
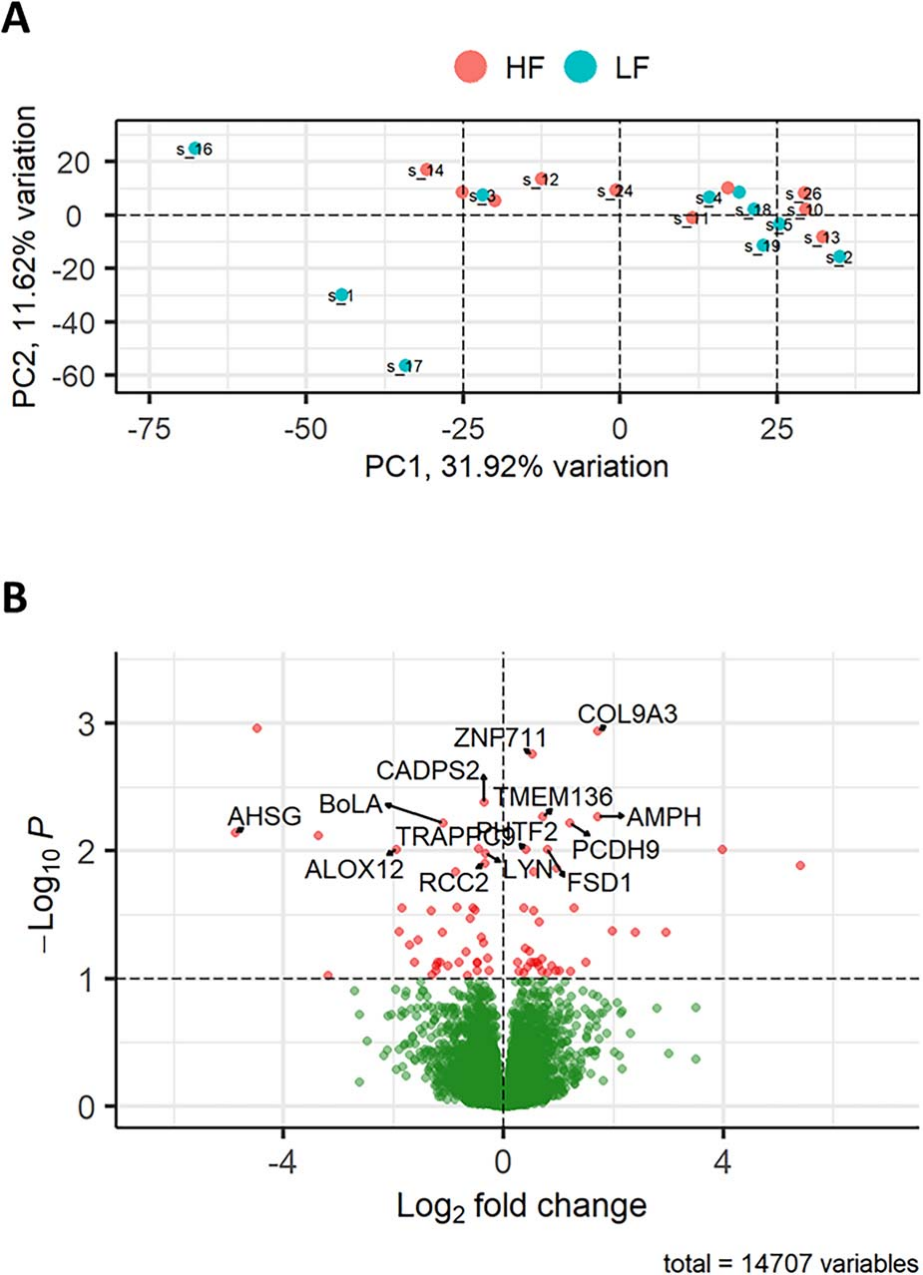
DEG) in the endometrium of heifers inseminated with frozen–thawed semen from HF bulls relative to LF bulls (*n* = 10 heifers per group). (A) PCA plot showing the distribution of RNA-seq samples, where colors indicate the two groups and numbers refer to specific heifer IDs (as detailed in Supplementary file 1. (B) Gene expression data are presented as a volcano plot using log values of the fold change and *P* value. Each data point represents a single gene, with those in red representing genes that survived the cut off thresholds of adjusted *P* < 0.05. The most significant differentially expressed genes are labelled, where gene names are available.

**Table 4:** DEGs in the endometrium of heifers inseminated with frozen–thawed semen from HF bulls relative to LF bulls. Top 10 genes with positive absFC values indicating higher expression in the HF treatment.

**Gene symbol**	**Ensembl ID**	**Gene name**	**Gene functions**	**absFC**
	ENSBTAG00000047700	Novel gene		15.74
IL1A	ENSBTAG00000010349	Interleukin-1 Alpha	Cytokine activity; Immune response	5.57
AMPH	ENSBTAG00000031967	Amphiphysin	Regulation of exocytosis in synapses and certain endocrine cell types	3.27
COL9A3	ENSBTAG00000015581	Collagen type IX alpha 3 chain	Extracellular matrix structural constituent	3.27
PCDH9	ENSBTAG00000019340	Protocadherin 9	Calcium ion binding/cell adhesion	2.31
FSD1	ENSBTAG00000005999	Fibronectin type III and SPRY domain containing 1	Protein binding	1.73
TMEM136	ENSBTAG00000021342	TLC domain containing 5	Integral component of membrane	1.64
RUNX1T1	ENSBTAG00000017339	RUNX1 partner transcriptional Co-repressor 1	Facilitation of transcriptional repression	1.62
ZNF711	ENSBTAG00000002668	Zinc finger protein 711	Regulation if transcription	1.43
PHTF2	ENSBTAG00000005102	Putative homeodomain Transcription factor 2	Located in endoplasmic reticulum	1.32

**Table 5:** DEGs in the endometrium of heifers inseminated with frozen–thawed semen from HF relative to LF bulls. Top 10 genes with negative absFC values indicating lower expression in the HF treatment.

**Gene symbol**	**Ensembl ID**	**Gene name**	**Gene functions**	**absFC**
AHSG	ENSBTAG00000000522	Alpha 2-HS glycoprotein	Regulation of inflammatory response positive regulation of phagocytosis	−29.50
	ENSBTAG00000021077	Novel gene		−22.51
	ENSBTAG00000039289	Novel gene		−10.39
ALOX12	ENSBTAG00000021933	Arachidonate 12-lipoxygenase	Lipoxygenase activity	−3.85
BoLA	ENSBTAG00000005182	Major histocompatibility complex Class I. A	Antigen processing and presentation of endogenous peptide antigen via MHC class Ib	−2.14
WBSCR17	ENSBTAG00000008718	Polypeptide N-acetylgalactosaminyltransferase 17	Catalyzation of the initial reaction in O-linked oligosaccharide biosynthesis	−1.83
TRAPPC9	ENSBTAG00000013955	Trafficking protein particle complex 9	Positive regulation of NF-kappaB transcription factor activity	−1.37
CADPS2	ENSBTAG00000005110	Calcium-dependent secretion activator 2	Positive regulation of exocytosis synaptic vesicle exocytosis	−1.28
RCC2	ENSBTAG00000008579	Regulator of chromosome condensation 2	Facilitate normal progress through the cell cycle	−1.27
LYN	ENSBTAG00000020034	LYN Proto-Oncogene. Src family tyrosine kinase	The regulation of innate and adaptive immune responses. Hematopoiesis. Responses to growth factors and cytokines. Integrin signaling	−1.26

### Sperm induce a significant increase in neutrophil populations in the endometrium

There were more neutrophils in the epithelial layer of the endometrium in both the HF and LF treatments (average of 1.2 neutrophils per FOV) compared to the control group (average of 0.33 neutrophils per FOV; *P* < 0.05; Figure 5). However, there was no difference between the HF and LF treatments.

**Figure 5:**
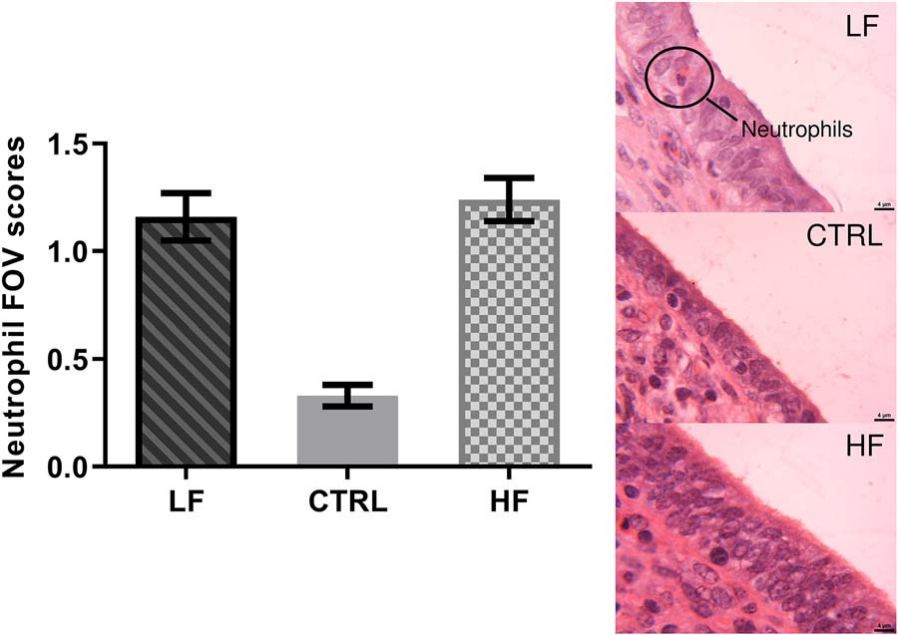
FOV scores of neutrophils in the endometrium of heifers inseminated with frozen–thawed semen from HF and LF bulls as well as a CTRL noninseminated treatment. Histological analysis of endometrium samples were performed on a subset of heifers (*n* = 3 per treatment). Tissue was stained with hematoxylin and eosin and assessed at 60x. Representative images from each treatment group are shown to the right. Scale bar = 4 μm. Data are presented as mean ± SEM.

### *Interleukin-1 alpha* is localized mainly in the glandular epithelium

To verify localization of IL1A and assess if its expression differed between the endometrium of heifers inseminated with frozen–thawed semen from HF and LF bulls or not inseminated, immunohistochemistry was performed. While signal intensity of IL1A was strongest in the glandular epithelium, irrespective of fertility groups, its presence was also evident in the stromal tissue. The HF treatment appeared to have higher levels of IL1A expression compared to the LF treatment, while the CTRL had the lowest level of staining. Representative images are presented in Figure 6.

**Figure 6:**
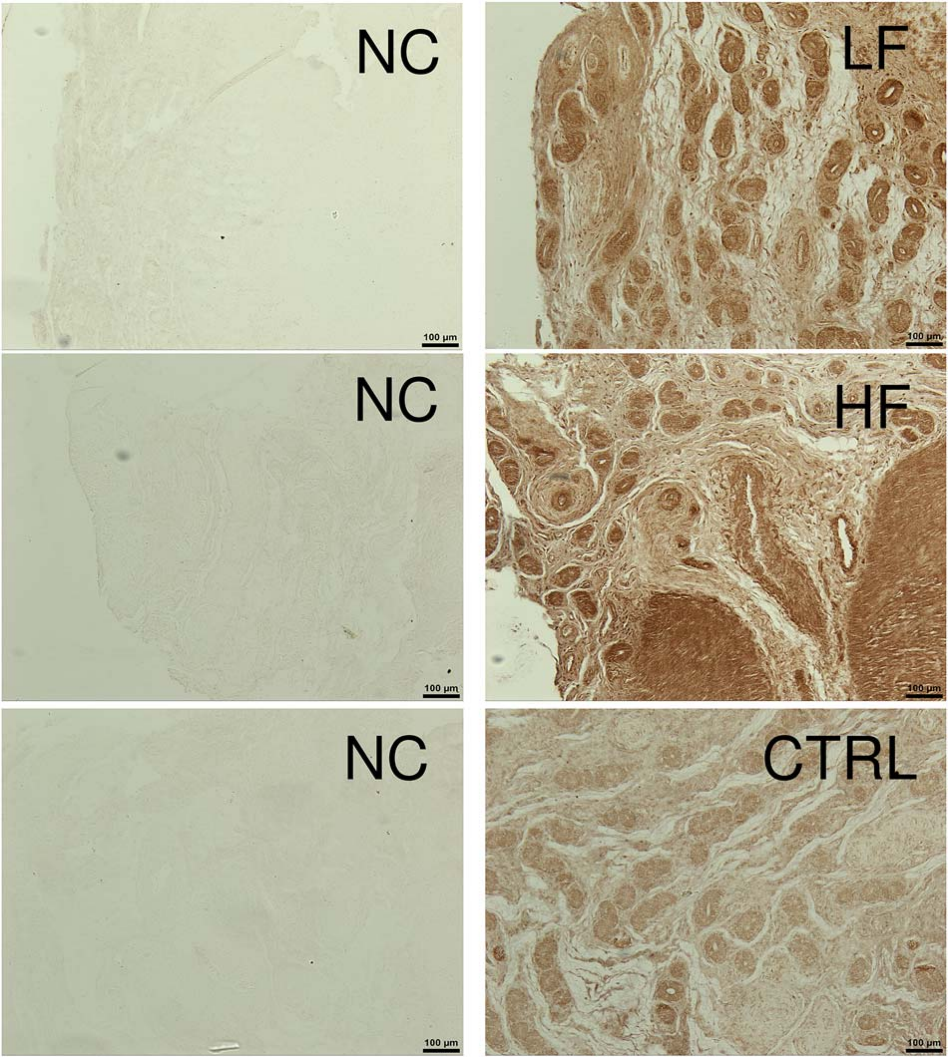
Representative pictures of immunohistochemical localization of IL1A in the endometrium of heifers inseminated with frozen–thawed semen from LF and HF bulls as well as a CTRL noninseminated treatment. Immunolocalization was performed on a subset of heifers (*n* = 3 per treatment). Tissue was imaged at 10x. Scale bar = 100 μm. IL1A is detectable by the presence of an insoluble brown precipitate in the tissue. Negative control (NC) was performed without primary antibody.

## Discussion

The main findings of this study were that not only are sperm immunogenic in the uterus but there was a differential endometrial transcriptomic response in response to sperm from bulls of high- and low-field fertility. When compared to the CTRL treatment, HF bulls had a more active transcriptomic response (376 DEGs) compared to the LF treatment (1 DEG). When directly compared, the HF relative to LF treatment had 40 DEGs, primarily immune genes, and genes associated with the inflammatory response.

The top genes with increased expression in the HF compared to CTRL treatment included *PTGDS, GABRA4*, and *SLC7A3. PTGDS*, also known as *L-PGDS*, has been shown to have an important role in the development of sperm and sperm maturation [26]. The top genes with increased expression in the CTRL compared to HF group included *ALOX12* and *RWDD4.* While *ALOX12* is known to regulate platelet aggregation and cell migration as well as inflammation, *RWDD4* does not have any specific known function [24]. Multiple genes from the solute carrier protein had significantly lower expression in the HF treatment. These are membrane integral proteins and are known facilitative and secondary active transporters [27]. GO analysis revealed a role in peptide binding, signaling receptor activator activity, and receptor ligand activity.

The top DEGs between the HF and LF groups directly, with increased expression in the HF group, include *IL1A, COL9A3, AMPH*, and *PDCH9. PCDH9* gene is from the photocadherin family with its main role to mediate cell-to-cell adhesion and in the recognition of the presence of calcium [28]. *COL9A3* is a collagen type IX alpha 3 chain, which is an extracellular matrix structural constituent [29]. *AMPH* is involved in actin polymerization, and thus play a role in cellular phagocytosis and endo/exocytosis [30]. This may be important for anti-inflammatory macrophages function as well as cytokine release in the uterus. Interestingly, *AMPH* is also involved in spermatids release from Sertoli cells in mice [31]. While a proportion of the DEGs are not linked directly with fertility, through stringent analysis of gene families, there is a clear prevalence of genes related to immunity. *IL1A* is a potent inflammatory marker and previous *in vitro* studies have shown sperm are capable of eliciting an inflammatory response in the uterus with an increase in pro-inflammatory molecules*CXCL8, TNFA*, and *IL1B* [12, 13]. In agreement with this, the signal intensity of IL1A from immunohistochemistry appeared to be stronger in the HF treatment when compared to LF treatment with minimal staining evident in the CTRL treatment. Its predominant presence in the glandular epithelium is likely due to the presence of sperm, which tend to induce stronger immune response in glandular epithelium. Moreover, IL1A is involved in the recruitment of PMNs [17]. The role of this sperm–neutrophil interaction is for the rapid removal of sperm from the endometrium in preparation for pregnancy [8, 32]. The increased inflammatory response from the HF bulls in this study could be associated with clearing and preparing the endometrium more effectively for pregnancy compared to LF bulls. Although, there was no difference in the number of PMNs recruited into the epithelial layer from heifers inseminated with HF or LF semen 12 h postinsemination. The most likely reason for this is that the recruitment of PMNs is a general response of the uterus to any invaders including sperm. Moreover, as PMNs can bind more than one sperm, we postulate that PMNs trapped more sperm from LF bulls as reported in our previous work [11], which could impede sperm transport to the site of fertilization. In a bovine *in vivo* study, a moderate influx of PMNs to the endometrium 4 h after insemination resulted in a significantly higher first service conception rate further emphasizing an immune focus on pregnancy rates [20]. Substantial populations of neutrophils have previously been reported to accumulate at implantation sites in mice, where they regulate implantation and tissue remodeling as well as linking the innate and adaptive immune responses [14, 33].

This study represents similarities to other bovine and murine *in vivo* studies where sperm plus SP but not SP alone altered the transcriptomic response *in vivo* [10, 14]. The top DEGs with decreased expression in HF compared to LF groups also include immune genes namely, *BOLA* (MHC class I), *AHSG, ALOX12*, and *TRAPPC9*. MHC molecules have been shown to be essential to the female’s tolerance to pregnancy establishment and although the genes expressed in this study are from 12 h postinsemination, the initial crosstalk between sperm and the female reproductive tract has been shown to be mediated by MHC class members [34, 35]. *AHSG* (known as Feutin) was also increased and has been shown to be an antagonist of the pro-inflammatory molecule *TNF* [25]. *ALOX12* is also related to the immune response although its exact role needs to be further elucidated. It has been proposed to be involved in human platelet aggregation as well chemotactic neutrophil migration [36, 37]. Furthermore, a study, which investigated the immune response of the cow endometrium to heat stress, reported an increased expression *ALOX12* in the group exposed to long-term heat stress [38]. *TRAPPC9* gene is known to play a key role in the NF-κB transcription factor, which involved a number of cellular processes such as innate and adaptive immunity, cellular proliferation, apoptosis, and development [39].

The extent of this immune response and its benefit on subsequent fertility is not exactly known; however, recent studies in mice show sperm signaling the adaptive immune response *in vivo* with the up-regulation of T-regulatory cells [14], which are important mediators of maternal immune tolerance and regulates embryo implantation and fetal survival [40]. Similarly, in this study, some genes in the wider dataset were significant and had strong read counts showing an increased expression of *IL11RA, IL4I1* as well as *IL1A* in the HF compared to CTRL group. 

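In HF relative to CTRL heifers IL1A was called higher by DESeq2, at 3.51-fold (adjusted p = 0.0364), with CTRL heifers at 1.37 ± 1.49 CPM (SD, n = 8) and all 10 HF heifers above the CTRL median. In edgeR its log2FC was 1.82 (standard error 0.57, adjusted p = 0.165). Among the 8 CTRL heifers CTRL1 stood apart at 5.01 CPM, and without it the increase was 5.65-fold. IL4I1, an enzyme that oxidises amino acids, was at 6.62 ± 1.64 CPM (SD, n = 10) in HF and 4.89 ± 0.721 CPM (SD, n = 8) in CTRL heifers, and did not pass the test (log2FC 0.43, standard error 0.16, edgeR adjusted p = 0.211, DESeq2 adjusted p = 0.113). EBI3, a subunit of heterodimeric interleukins, was the other named member of 27 inflammatory cytokines and chemokines, and was 2.09-fold higher in HF (DESeq2 adjusted p = 0.0194, edgeR adjusted p = 0.149), a call lost without CTRL1, CTRL4, HF9 or HF10. IL11RA was not analysed here, since its ID was not paired with a name. The call for IL1A held in 9 of 18 fits that each left out 1 heifer, and was lost without CTRL3, CTRL4, CTRL5, CTRL6, CTRL8, HF2, HF6, HF9 or HF10. Among DESeq2 fits chosen after seeing the data, it was lost with the smooth muscle mean as a covariate, with summed bulls and with all 28 heifers in one fit, and the first 2 of these also lost EBI3.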

While the role of *IL1A* was described earlier, the versatile role of *IL4I1* is also interesting. On one side, this interleukin inhibits T-cell activity, while on the other side, it positively regulates the function of B-cells [41]. Moreover, it has antimicrobial activity against both Gram-negative and Gram-positive bacteria, which may positively influence embryonic development [42] Indeed D’Amours et al. [43] found that IL4IA was more abundant in sperm from HF compared to LF bulls. In relation to *IL11RA*, it has been shown that null mutant female mice are infertile due to a defect in decidualization of the endometrium [15, 44].

In conclusion, this study has shown for the first time, a distinct divergent transcriptomic response in the endometrium of heifers inseminated with frozen–thawed semen from HF and LF bulls with a pivotal role of the inflammatory response. There was a clear effect of sperm in recruiting neutrophils to the endometrium with a more active transcriptomic response in the HF group, suggesting a more rapid clearing of the endometrium as well as preparing the endometrium for implantation and subsequent pregnancy. Considering the fact that semen induce an immune response not just in the endometrium but also in the oviduct, it would be interesting to elucidate the impact of sperm from bulls with divergent fertility on its immune response. In addition, to further our understanding of the effects of HF and LF sperm on pregnancy establishment, future studies should focus on priming of the endometrium with sperm and its effect on embryo development. This study not only furthers our understanding of the etiology of bull fertility but also of pregnancy establishment.

## Authors’ contributions

EMD identified the bulls, procured the bull semen, collected the uterine samples, and performed the extraction of total RNAs, the quality controls before sequencing, and drafted the manuscript. PC performed the bioinformatics and statistical analyses of mRNA data. GD and CR performed the histological assessments and immunohistochemistry. MS assisted in revising of the manuscript. KGM and SF conceived and obtained funding for the study and performed supervision of the work as well as critical revision of the manuscript. SF supplied the animals and synchronized them. All authors proof read and approved the final manuscript.

## Conflict of interest

Authors have declared no conflict of interest.

## Data availability

The datasets generated and/or analyzed during the current study are available in the NCBI Gene Expression Omnibus https://www.ncbi.nlm.nih.gov/geo/ under accession number GSE207735.

## Supplementary Material

Supplementary_1_Animal_info_ioad031 Click here for additional data file.

Supplementary_2_DEGs_ioad031 Click here for additional data file.

## References

[1] Fair S, Lonergan P. Review: understanding the causes of variation in reproductive wastage among bulls. Animal 2018; 12:s53–s62.2977950010.1017/S1751731118000964

[2] Utt MD . Prediction of bull fertility. Anim Reprod Sci 2016; 169:37–44.2679132910.1016/j.anireprosci.2015.12.011

[3] Bernecic NC, Donnellan E, O'Callaghan E, Kupisiewicz K, O'Meara C, Weldon K, Lonergan P, Kenny DA, Fair S. Comprehensive functional analysis reveals that acrosome integrity and viability are key variables distinguishing artificial insemination bulls of varying fertility. J Dairy Sci 2021; 104:11226–11241.3425337110.3168/jds.2021-20319

[4] Odhiambo JF, DeJarnette JM, Geary TW, Kennedy CE, Suarez SS, Sutovsky M, Sutovsky P. Increased conception rates in beef cattle inseminated with nanopurified bull Semen1. Biol Reprod 2014; 91:97.2523201510.1095/biolreprod.114.121897

[5] Sellem E, Broekhuijse ML, Chevrier L, Camugli S, Schmitt E, Schibler L, Koenen EP. Use of combinations of in vitro quality assessments to predict fertility of bovine semen. Theriogenology 2015; 84:1447–1454.e5.2629652310.1016/j.theriogenology.2015.07.035

[6] Holden SA, Fernandez-Fuertes B, Murphy C, Whelan H, O'Gorman A, Brennan L, Butler ST, Lonergan P, Fair S. Relationship between in vitro sperm functional assessments, seminal plasma composition, and field fertility after AI with either non-sorted or sex-sorted bull semen. Theriogenology 2017; 87:221–228.2767851510.1016/j.theriogenology.2016.08.024

[7] Miller DJ . Review: the epic journey of sperm through the female reproductive tract. Animal 2018; 12:s110–s120.2955109910.1017/S1751731118000526PMC9556260

[8] Katila T . Post-mating inflammatory responses of the uterus. Reprod Domest Anim 2012; 47:31–41.10.1111/j.1439-0531.2012.02120.x22913558

[9] Christoffersen M, Troedsson M. Inflammation and fertility in the mare. Reprod Domest Anim 2017; 52:14–20.2881584810.1111/rda.13013

[10] Recuero S, Sánchez JM, Mateo-Otero Y, Bagés-Arnal S, McDonald M, Behura SK, Spencer TE, Kenny DA, Yeste M, Lonergan P, Fernandez-Fuertes B. Mating to intact, but not vasectomized, males elicits changes in the endometrial transcriptome: insights from the bovine model. Front Cell Dev Biol 2020; 8:547.3276623710.3389/fcell.2020.00547PMC7381276

[11] Donnellan EM, O'Brien MB, Meade KG, Fair S. Comparison of the uterine inflammatory response to frozen-thawed sperm from high and low fertility bulls. Theriogenology 2021; 176:26–34.3456401410.1016/j.theriogenology.2021.09.012

[12] Elweza AE, Ezz MA, Acosta TJ, Talukder AK, Shimizu T, Hayakawa H, Shimada M, Imakawa K, Zaghloul AH, Miyamoto A. A proinflammatory response of bovine endometrial epithelial cells to active sperm in vitro. Mol Reprod Dev 2018; 85:215–226.2933742010.1002/mrd.22955

[13] Ezz MA, Marey MA, Elweza AE, Kawai T, Heppelmann M, Pfarrer C, Balboula AZ, Montaser A, Imakawa K, Zaabel SM, Shimada M, Miyamoto A. TLR2/4 signaling pathway mediates sperm-induced inflammation in bovine endometrial epithelial cells in vitro. PloS One 2019; 14:e0214516.3099523910.1371/journal.pone.0214516PMC6469758

[14] Schjenken JE, Sharkey DJ, Green ES, Chan HY, Matias RA, Moldenhauer LM, Robertson SA. Sperm modulate uterine immune parameters relevant to embryo implantation and reproductive success in mice. Commun Biol 2021; 4:572.3399067510.1038/s42003-021-02038-9PMC8121928

[15] Robb L, Li R, Hartley L, Nandurkar HH, Koentgen F, Begley CG. Infertility in female mice lacking the receptor for interleukin 11 is due to a defective uterine response to implantation. Nat Med 1998; 4:303–308.950060310.1038/nm0398-303

[16] Minten MA, Bilby TR, Bruno RG, Allen CC, Madsen CA, Wang Z, Sawyer JE, Tibary A, Neibergs HL, Geary TW, Bauersachs S, Spencer TE. Effects of fertility on gene expression and function of the bovine endometrium. PloS One 2013; 8:e69444.2394051910.1371/journal.pone.0069444PMC3734181

[17] Akthar I, Suarez S, Morillo VA, Sasaki M, Ezz MA, Takahashi KI, Shimada M, Marey MA, Miyamoto A. Sperm enter glands of preovulatory bovine endometrial explants and initiate inflammation. Reproduction 2019; 159:181–192.10.1530/REP-19-041431794421

[18] Alghamdi AS, Lovaas BJ, Bird SL, Lamb GC, Rendahl AK, Taube PC, Foster DN. Species-specific interaction of seminal plasma on sperm-neutrophil binding. Anim Reprod Sci 2009; 114:331–344.1908121010.1016/j.anireprosci.2008.10.015

[19] Chastant S, Saint-Dizier M. Inflammation: friend or foe of bovine reproduction? Anim Reprod 2019; 16:539–547.3243529610.21451/1984-3143-AR2019-0057PMC7234060

[20] Kaufmann TB, Drillich M, Tenhagen BA, Forderung D, Heuwieser W. Prevalence of bovine subclinical endometritis 4h after insemination and its effects on first service conception rate. Theriogenology 2009; 71:385–391.1880156210.1016/j.theriogenology.2008.08.005

[21] Berry DP, Evans RD, Mc PS. Evaluation of bull fertility in dairy and beef cattle using cow field data. Theriogenology 2011; 75:172–181.2087567310.1016/j.theriogenology.2010.08.002

[22] Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS 2012; 16:284–287.2245546310.1089/omi.2011.0118PMC3339379

[23] Burkhard P, Stetefeld J, Strelkov SV. Coiled coils: a highly versatile protein folding motif. Trends Cell Biol 2001; 11:82–88.1116621610.1016/s0962-8924(00)01898-5

[24] Zheng Z, Li Y, Jin G, Huang T, Zou M, Duan S. The biological role of arachidonic acid 12-lipoxygenase (ALOX12) in various human diseases. Biomed Pharmacother 2020; 129:110354.3254064410.1016/j.biopha.2020.110354

[25] Ombrellino M, Wang H, Yang H, Zhang M, Vishnubhakat J, Frazier A, Scher LA, Friedman SG, Tracey KJ. Fetuin, a negative acute phase protein, attenuates TNF synthesis and the innate inflammatory response to carrageenan. Shock 2001; 15:181–185.1123690010.1097/00024382-200115030-00004

[26] Rossitto M, Ujjan S, Poulat F, Boizet-Bonhoure B. Multiple roles of the prostaglandin D2 signaling pathway in reproduction. Reproduction 2015; 149:R49–R58.2526961610.1530/REP-14-0381

[27] Cesar-Razquin A, Snijder B, Frappier-Brinton T, Isserlin R, Gyimesi G, Bai X, Reithmeier RA, Hepworth D, Hediger MA, Edwards AM, Superti-Furga G. A call for systematic research on solute carriers. Cell 2015; 162:478–487.2623222010.1016/j.cell.2015.07.022

[28] Wang C, Chen Q, Li S, Zhao Z, Gao H, Wang X, Li B, Zhang W, Yuan Y, Ming L, He H, Tao B, et al. Dual inhibition of PCDH9 expression by miR-215-5p up-regulation in gliomas. Oncotarget 2017; 8:10287–10297.2805596610.18632/oncotarget.14396PMC5354659

[29] Huang D, Deng X, Ma K, Wu F, Shi D, Liang H, Chen S, Shao Z. Association of COL9A3 trp3 polymorphism with intervertebral disk degeneration: a meta-analysis. BMC Musculoskelet Disord 2018; 19:381.3034250510.1186/s12891-018-2297-yPMC6195691

[30] Yamada H, Ohashi E, Abe T, Kusumi N, Li SA, Yoshida Y, Watanabe M, Tomizawa K, Kashiwakura Y, Kumon H, Matsui H, Takei K. Amphiphysin 1 is important for actin polymerization during phagocytosis. Mol Biol Cell 2007; 18:4669–4680.1785550910.1091/mbc.E07-04-0296PMC2043535

[31] Kusumi N, Watanabe M, Yamada H, Li SA, Kashiwakura Y, Matsukawa T, Nagai A, Nasu Y, Kumon H, Takei K. Implication of amphiphysin 1 and dynamin 2 in tubulobulbar complex formation and spermatid release. Cell Struct Funct 2007; 32:101–113.1778591210.1247/csf.07024

[32] Hansen PJ . The immunology of early pregnancy in farm animals. Reprod Domest Anim 2011; 46:18–30.10.1111/j.1439-0531.2011.01850.x21854458

[33] Hall CHT, Campbell EL, Colgan SP. Neutrophils as components of mucosal homeostasis. Cell Mol Gastroenterol Hepatol 2017; 4:329–337.2888413610.1016/j.jcmgh.2017.07.001PMC5581871

[34] Rapacz-Leonard A, Dąbrowska M, Janowski T. Major histocompatibility complex I mediates immunological tolerance of the trophoblast during pregnancy and may mediate rejection during parturition. Mediators Inflamm 2014; 2014:579279.2481244210.1155/2014/579279PMC4000645

[35] Melo TP, de Camargo GMF, de Albuquerque LG, Carvalheiro R. Genome-wide association study provides strong evidence of genes affecting the reproductive performance of Nellore beef cows. PloS One 2017; 12:e0178551.2856268010.1371/journal.pone.0178551PMC5451131

[36] Loynes CA, Lee JA, Robertson AL, Steel MJ, Ellett F, Feng Y, Levy BD, Whyte MKB, Renshaw SA. PGE2 production at sites of tissue injury promotes an anti-inflammatory neutrophil phenotype and determines the outcome of inflammation resolution in vivo. Sci Adv 2018; 4:eaar8320.3019117510.1126/sciadv.aar8320PMC6124908

[37] Chen XS, Funk CD. Structure-function properties of human platelet 12-lipoxygenase: chimeric enzyme and in vitro mutagenesis studies. FASEB J 1993; 7:694–701.850069410.1096/fasebj.7.8.8500694

[38] Chotimanukul S, Suwimonteerabutr J, Techakumphu M, Swangchan-Uthai T. In vitro effects of short-term and long-term heat exposures on the immune response and prostaglandin biosynthesis in bovine endometrial cells. Animals (Basel) 2022; 12. 10.3390/ani12182359.PMC949502836139219

[39] Zhang Q, Lenardo MJ, Baltimore D. 30 years of NF-κB: a blossoming of relevance to human pathobiology. Cell 2017; 168:37–57.2808609810.1016/j.cell.2016.12.012PMC5268070

[40] Samstein RM, Josefowicz SZ, Arvey A, Treuting PM, Rudensky AY. Extrathymic generation of regulatory T cells in placental mammals mitigates maternal-fetal conflict. Cell 2012; 150:29–38.2277021310.1016/j.cell.2012.05.031PMC3422629

[41] Yue Y, Huang W, Liang J, Guo J, Ji J, Yao Y, Zheng M, Cai Z, Lu L, Wang J. IL4I1 is a novel regulator of M2 macrophage polarization that can inhibit T cell activation via L-tryptophan and arginine depletion and IL-10 production. PloS One 2015; 10:e0142979.2659920910.1371/journal.pone.0142979PMC4658051

[42] Puiffe ML, Lachaise I, Molinier-Frenkel V, Castellano F. Antibacterial properties of the mammalian L-amino acid oxidase IL4I1. PloS One 2013; 8:e54589.2335588110.1371/journal.pone.0054589PMC3552961

[43] D'Amours O, Calvo E, Bourassa S, Vincent P, Blondin P, Sullivan R. Proteomic markers of low and high fertility bovine spermatozoa separated by Percoll gradient. Mol Reprod Dev 2019; 86:999–1012.3113470810.1002/mrd.23174

[44] Dimitriadis E, Robb L, Liu YX, Enders AC, Martin H, Stoikos C, Wallace E, Salamonsen LA. IL-11 and IL-11Ralpha immunolocalisation at primate implantation sites supports a role for IL-11 in placentation and fetal development. Reprod Biol Endocrinol 2003; 1:34.1274003210.1186/1477-7827-1-34PMC155642

How the deposited data were processed for this re-analysis (not part of the article)

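The data are RNA-seq counts from one uterine biopsy of each of 28 heifers, 10 inseminated with semen of HF bulls, 10 with semen of LF bulls and 8 CTRL heifers with no insemination. Each treatment with semen used 5 bulls with 2 heifers per bull, in 2 study replicates that held different heifers. The treatment, bull, breed and study replicate of each heifer came from the sample labels and Supplementary file 1, which match in treatment and number.

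The authors trimmed the reads, aligned them to the bovine genome ARS-UCD1.2 with STAR and counted uniquely mapped reads per Ensembl gene, and the values they deposited are these whole-number counts, with no normalization. The paper names the quantMode option of STAR, and the submitters' processing notes name STAR 2.6.1b and Subread 1.6.3. The library kit keeps strand, and which strand setting was used for counting is not given in the sources used here. Every file lists 24596 gene IDs and no gene names, and 19458 IDs had a count in at least 1 heifer. The files hold no row for reads without a gene. The paper removed genes that do not code for protein, a step that was not repeated here because biotypes of the IDs were not used, so all genes entered each test and an alternative with all biotypes would be the same fit. Total counts per heifer were 14872812 to 25633259, with a median of 19315998, and the 10 genes with the most counts took 5.48% to 9.38% of them. Normalized counts of LF and CTRL heifers in the rows at hand of Supplementary file 2 were compared with the files as a check of the labels, and all 18 heifers matched their own column best (correlation across genes of log2 values about each gene's mean at least 0.881, against at most 0.791 for any other heifer). In each heifer 59.9% to 62.8% of genes lay within 10% of the supplement's value after scaling, so the deposited counts are not those behind that table.

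Gene names came from the paper's Tables 2, 4 and 5 and from the first 1685 of 14679 rows of the LF against CTRL sheet of Supplementary file 2, 1510 of which carry a name. The rows are sorted by the adjusted p of the paper (0 rows out of order), and the largest p-value among them is 0.0889, so a gene with a name is more likely to have a small p-value in comparisons with CTRL heifers than one without. No ID was named by any other route. The 33 gene lists were fixed before the data were examined. Most were drawn from general knowledge of the tissue and hold some genes that the paper names as changed, and the rest are the solute carriers, coiled-coil genes and Table 3 terms of the paper. Of the 33 lists, 0 had a name for 80% of their members (at most 44.4% for a list not taken from the paper and 75.0% for one taken from it), so the planned set tests with camera and fry and their alternatives were not run. The lists are reported as counts of named members.

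Counts were analysed in R 4.3.3. The main test for each pair of treatments was edgeR 4.0.16 with TMM normalization, filterByExpr at a minimum count of 10, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjusted p under 0.05, fitted on the samples of that pair alone. DESeq2 1.42.0 with its default filtering and its default replacement of outlying counts was the other tool, as the paper used DESeq2. Because edgeR called 0 genes, the DESeq2 counts, and alternatives to them, are also reported, and reporting them as results of their own was decided after seeing the data. For genes whose DESeq2 fold moved when a heifer was left out, the fits were also run with the replacement and filtering of outlying counts switched off, a test added after seeing the data. Both tools were tested on simulated data drawn from the means, spreads and library sizes of these heifers. For HF and CTRL heifers edgeR recovered 20 of 67 genes changed 1.5-fold, 46 of 67 changed 2-fold and 63 of 66 changed 4-fold among 14935 genes, with 9 false calls among 138, and DESeq2 recovered 27, 50 and 65 of them among 18943 genes, with 36 false calls among 178. For LF and CTRL heifers the false calls were 7 of 116 in edgeR and 33 of 160 in DESeq2, and for HF and LF heifers 6 of 120 and 20 of 149. The false share of the DESeq2 calls in these simulations was thus above the nominal 5%.

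CPM values are edgeR's normalized counts, scaled to a common library size, with the mean and SD over heifers. Log2 CPM used a prior count of 2. The standard error of an edgeR log2FC is the log2FC divided by the square root of its F statistic. The principal component analysis used variance stabilised counts of the 500 most variable genes of each pair, and the share of variance between treatments was tested by permuting labels, over all 43758 splits where 8 CTRL heifers took part and with 100000 resamples between HF and LF. All permutation p-values are 2-sided unless said otherwise. The replicate numbers in the labels do not mark animals, bulls or days shared between treatments. Same-numbered heifers deviated together (correlation over 0.1) in 5 of 8 pairs of HF and CTRL, 4 of 8 of LF and CTRL and 5 of 10 of HF and LF, so these numbers were not taken to pair the samples. The study replicate is a run of the study that the treatments share, and it was used as a block in an alternative.

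The alternatives planned before the data were examined were DESeq2, other normalizations in edgeR (size factors of DESeq2, library totals, upper quartile), no filter or a minimum count of 50, one fit over all heifers, the study replicate or the label number as a replicate block, breed as a covariate, counts summed per bull, limma-voom (limma 3.58.1) with bull as a random block or with sample quality weights, robust dispersion in edgeR, a surrogate variable from svaseq (sva 3.50.0), and leaving out each heifer in turn. Alternatives added after seeing the data were the mean log2 CPM of the smooth muscle markers as a covariate and the DESeq2 fits with a block, covariates, summed bulls, all heifers, the edgeR filter and each heifer left out, the last also for further genes given as called.

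The genes named in the text were chosen by a rule fixed before the data were examined. They are the genes that the paper names for a comparison in its results or in Tables 2, 4 and 5, whose values in the paper's tables had been seen, the 3 named genes with the smallest p-value where edgeR called none, and called members of the gene lists. As edgeR called none of these members, list members named for a DESeq2 call were chosen after their values were seen, and so were ANKS1B, DGKK, TGM1, PKD2, PLA2G4A, the genes named for inseminated heifers and the IDs with the largest fold changes. The study groups were taken as given, and 2 heifers inseminated from the same bull were treated as independent samples except in the alternatives that sum or block bulls.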

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

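The test of the bull below was chosen after the values of IL1A had been seen. In each treatment, the highest and the lowest heifer of the named genes were compared with the others by Dixon's ratio, the gap to the nearest heifer divided by the whole range of log2 CPM. Of 177 such tests, 7 stood out at the 95% level, where chance gives about 1 in 20, or 8.85.

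UCHL1, a ubiquitin hydrolase, was at 69.6 CPM in HF7, far above the other 9 HF heifers (ratio 0.868). GABRA4 was at 4.51 CPM in LF8 (ratio 0.580), while the other LF and all CTRL heifers were at most at 0.406 CPM, and EBI3, a cytokine subunit, was also highest in LF8 (ratio 0.593). ENSBTAG00000047700 was at 81.0 CPM in LF7 (ratio 0.612), while HF5 had 188 CPM and HF9 77.8 CPM. EDNRB was highest in CTRL5 (ratio 0.647). In CTRL1, EBI3 was the lowest of the CTRL heifers (ratio 0.542) and IL1A the highest, at 5.01 CPM (ratio 0.669).

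IL1A ranged widely within the HF treatment. It was at 15.0 CPM in HF9, 10.9 CPM in HF2, 5.70 CPM in HF6, 4.29 CPM in HF4 and 3.70 CPM in HF10, and GABRA4 was over 1 CPM in these 5 HF heifers and at most 0.404 CPM in the other 5. The bull is a candidate explanation, but the 2 heifers of a bull differed by 1.75 (log2 CPM) on average against a median of 1.41 (SD 0.382) over all 120 pairings of the HF heifers (1-sided exact permutation p = 0.8), so the bull cannot be told apart from the spread between heifers with 2 heifers per bull. The state of each heifer's endometrium at insemination remains open and was not tested.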

How the results depend on the processing

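The counts of DEGs depended on the tool. edgeR called 0 genes between HF and CTRL, LF and CTRL, HF and LF, and inseminated and CTRL heifers, with 2386, 839, 1171 and 1752 genes at an unadjusted p under 0.05, and DESeq2 called 328, 2, 27 and 27. Between HF and CTRL, 2 genes were called with a minimum count of 50 and 2 by limma-voom with bull as a random block, and between HF and LF 158 by limma-voom with sample quality weights and 1 with 1 surrogate variable from svaseq. All other alternatives that kept every heifer called 0. With 1 heifer left out, edgeR called 0 to 91 genes between HF and CTRL (91 without CTRL2, 3 without CTRL6) and 0 between LF and CTRL and between HF and LF. DESeq2 alternatives, all chosen after seeing the data, called 98 genes between HF and CTRL with breed as a covariate, 110 with the smooth muscle mean as a covariate, 76 with the counts of a bull summed and 114 with all 28 heifers in one fit. Between LF and CTRL these fits called 5, 1, 0 and 3, with 0, 0, 0 and 2 of LTA4H and SH3D21 among them, and between HF and LF 28, 43, 226 and 8. With 1 heifer left out, DESeq2 called 91 (without CTRL4) to 869 (without CTRL2) between HF and CTRL, 0 (without LF4, LF5, CTRL4 or CTRL6) to 16 (without CTRL3) between LF and CTRL, and 7 (without LF1 or LF2) to 155 (without HF7) between HF and LF. With bulls summed the median called gene kept 0.997 of its log2FC between HF and LF while its standard error went from 0.233 to 0.204, and kept 0.999 between HF and CTRL while its standard error went from 0.194 to 0.216. Of the called genes given in the text, those that lost the call between HF and CTRL kept a median of 0.954 of their log2FC with breed and 0.912 with smooth muscle (least CEMIP, 0.225), and the 2 between LF and CTRL 0.988 and 0.925. Without single heifers DESeq2 called 2 (without CTRL1 or CTRL4) to 198 (without CTRL2) genes between inseminated and CTRL heifers. Otherwise the cause was not tested.

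Of the genes in the text, ENSBTAG00000021565 reversed its direction in DESeq2 between HF and LF, from a log2FC of 5.33 to −1.09 without HF1, −1.08 without HF4 and −1.09 without HF10, a reversal made by the replacement of outlying counts, as it was 4.95, 5.06 and 4.66 with that step switched off. The call for ENSBTAG00000047700 was lost with that step off (log2FC 1.70, DESeq2 adjusted p = 0.791). The genes named by the rule kept their direction in the alternatives run. Named genes stayed on their side of the threshold in 562 of 605 fits between HF and CTRL, 52 of 54 between LF and CTRL and 314 of 338 between HF and LF, and those that moved passed it, most of them in DESeq2 (49). Against the DESeq2 values, 215 of 279, 17 of 24 and 132 of 159 fits stayed on their side. The correlation of the fold changes of HF and of LF against CTRL across genes was 0.649 with shared CTRL heifers and 0.674 at a minimum count of 50, but 0.180 and 0.307 with the CTRL heifers split by study replicate, where simulations without effect gave 0.561 with shared and 0.00876 with split controls. The share of variance between treatments did not pass its test with all genes, with log2 CPM or within study replicates, where it was 10.8% for HF and CTRL, 7.26% for LF and CTRL and 5.03% for HF and LF. With the study replicate as a block edgeR called 0 genes in every comparison and DESeq2 322, 3 and 23 in the 3 pairs of treatments, and the block changed no count of calls by over 1.5 times, but with it DESeq2 lost CDK5, EDNRB and UCHL1 between HF and CTRL and PLA2G4A, ENSBTAG00000021565, ENSBTAG00000039289 and ENSBTAG00000047700 between HF and LF. The label number as a block also gave 0. These numbers do not pair the heifers, as 2 of 8 HF and CTRL pairs and 0 of the 8 and 10 others correlated best with their own number. Set tests and the alternative with all biotypes were not run.

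Low counts limited genes such as GABRA4, with 16 counts over the 8 CTRL heifers, and AHSG, with 4 over the 10 HF heifers. Both were removed by edgeR's filter between HF and CTRL, and AHSG also between HF and LF. Whether depth was the reason was not tested.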

Differences from the paper's values

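All counts use the paper's threshold, an adjusted p under 0.05. The deposited counts are not those behind the paper's LF against CTRL sheet, with 59.9% to 62.8% of genes per heifer within 10% of it. Genes that do not code for protein also stayed in here. The comparisons below are thus not made on the same counts, and how far this causes the differences was not tested. Between HF and CTRL heifers the paper gives 376 DEGs, 173 with increased and 203 with decreased expression, where edgeR called 0, 0 higher and 0 lower, with 2386 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2, which the paper's methods name, lies within 1.5 times of the paper's counts, with 328 genes, 162 higher and 166 lower, and the other 32 do not. They called 91 genes at most, without CTRL2. DESeq2 called 22 of the 23 genes that the paper names for this comparison and that had a name among the IDs, and not IL4I1. Among fits chosen after seeing the values, DESeq2 called 373 genes without CTRL3 and 322 with the study replicate as a block, and each dropped 2 of the 23.

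Between LF and CTRL heifers the paper gives 1 DEG, LTA4H, where edgeR called 0, with 839 at an unadjusted p under 0.05. DESeq2 called 2, LTA4H and SH3D21, and the other alternatives set before the data were examined called 0, so that none gave 1. Fits chosen after seeing the values that called 1 gene were DESeq2 without LF2, LF6 or CTRL7, which dropped 0 of the paper's calls, and DESeq2 with the smooth muscle mean as a covariate, which dropped LTA4H, 1 of 1.

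Between HF and LF heifers the paper gives 40 DEGs, 20 higher and 20 lower in HF, where edgeR called 0, 0 higher and 0 lower, with 1171 at an unadjusted p under 0.05. Of the alternatives set before the data were examined, DESeq2 lies within 1.5 times of the total and of the lower genes, with 27 and 14, but not of the higher genes, with 13. The others do not, with 158 genes from limma-voom with sample quality weights, 1 with a surrogate variable and 0 elsewhere. DESeq2 without HF5, a fit chosen after seeing the values, called 40 genes, 20 higher and 20 lower, and dropped 6 of the 20 genes in Tables 4 and 5. The DESeq2 fit of all heifers of this pair called 15 of these 20 and not LYN, PHTF2, RCC2, RUNX1T1 or ZNF711. RCC2 was called by limma-voom with sample quality weights and ZNF711 with a surrogate variable, and PHTF2, RCC2 and ZNF711 by DESeq2 on counts summed per bull, which was chosen after seeing the values and dropped 3 of the 20. In DESeq2 fits with 1 heifer left out, also chosen after seeing the values, RCC2 was called without LF7 or LF9 (4 of the 20 dropped each) and without HF7 (3 dropped), and ZNF711 without LF6 (5 dropped) or HF7. No fit here called LYN or RUNX1T1, and no DESeq2 fit called IL4I1 between HF and CTRL.

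For single genes, the 29 fold changes in Tables 2, 4 and 5 and the text that edgeR tested all had the paper's direction, and 1 differed by more than its standard error on the log2 scale. In DESeq2 0 of the 29 did. For ENSBTAG00000047700 between HF and LF the paper's fold change is 15.74 and that of edgeR 3.21. Of the alternatives set before the data were examined, DESeq2 (13.0), the study replicate as a block (5.73), breed as a covariate (5.95) and a surrogate variable (9.85) lie within their standard error of the paper's value, and the other 12 do not. DESeq2 comes near edgeR's value for this gene when its replacement of outlying counts is switched off, with a log2FC of 1.70 against 1.68, so that step accounts for the gap between the tools here. The paper's largest increase between HF and CTRL is 21.99, for GABRA4, and the largest among the DESeq2 calls here was 48.1, for ENSBTAG00000046076 (13.5 without HF9, and 9.37 without HF2 and 6.95 without HF5, where DESeq2 replaced outlying counts of the gene), while GABRA4 was at 21.3. The paper gives a depth of 50 M reads per sample, and the median total of counts per heifer was 19.3 M, a total of reads counted in genes and not of reads sequenced. No alternative set before the data were examined was compared with the paper's largest increase or depth. The folds without HF9, HF2 and HF5 came from fits added after seeing the data.

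The paper describes HF and CTRL samples as clearly apart in its principal component plot. The share of variance between them was 10.4% (exact permutation test, p = 0.0801), and 15 of 18 heifers had their nearest neighbour in their own treatment.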

Other observations

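The comparison of all inseminated heifers with CTRL heifers was planned. So were the test between study replicates and the interactions with study replicate for HF and CTRL and for HF and LF. The DESeq2 fits with breed and smooth muscle as covariates and the tests of breed were chosen after the results were seen. So were the test of a response shared by both study replicates and the choice of smooth muscle, from the genes that weighed most on PC1. Between the 20 inseminated heifers, taken as 1 group, and the 8 CTRL heifers, some of the named genes that DESeq2 called are given here with the log2FC from edgeR and the adjusted p from DESeq2, a choice made after their values were seen. These calls rest on single controls, as, in fits added after seeing the data, DESeq2 called 2 genes without CTRL1, 2 without CTRL4 and 198 without CTRL2, and without CTRL4 every gene named in this paragraph was lost. Those higher after insemination included LTA4H (log2FC 0.43, adjusted p = 0.00761), SH3D21 (log2FC 0.56, adjusted p = 0.00599), PDZK1IP1 (log2FC 0.99, adjusted p = 0.00923), the kallikrein KLK10 (log2FC 0.96, adjusted p = 0.0224), the fatty acid binding protein FABP7 (log2FC 0.91, adjusted p = 0.0257) and the chemokine CCL25 (log2FC 0.59, adjusted p = 0.0412). Those lower included CEMIP, of hyaluronan breakdown (log2FC −2.01, adjusted p = 0.0353), and the microtubule gene MTCL1 (log2FC −1.24, adjusted p = 0.0444). CTRL1 alone had 3060 counts of CEMIP and the other CTRL heifers at most 414, and without it the log2FC of CEMIP was −0.76. The calls for CEMIP, MTCL1 and CCL25 were kept in 19, 11 and 13 of 28 fits that each left out 1 heifer. Also called were PTGDS, SLC27A3, CERS4, GLT8D2, APOA1, SLC7A3 and KCNN1, all higher, and DUSP5, GOLPH3 and ALS2CR11, all lower. DESeq2 called 27 genes, 16 higher and 11 lower, and edgeR 0 of 15163 (smallest adjusted p = 0.0758), with 1752 (11.6%) at an unadjusted p under 0.05.

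Markers of immune cells gave few calls. Of 23 neutrophil markers 2 had a name. PADI4, an enzyme that citrullinates histones, was at 0.757 ± 0.463 CPM in LF (SD, n = 10), 0.209 ± 0.156 CPM in HF (SD, n = 10) and 0.336 ± 0.176 CPM in CTRL heifers (SD, n = 8), and NCF1, of the NADPH oxidase, at 8.94 ± 3.45, 7.38 ± 1.57 and 6.49 ± 1.13 CPM. edgeR called both higher in LF than in CTRL heifers when adjusted over the list alone, and neither over all genes (adjusted p = 0.874 for both), nor did DESeq2. The 3 complement genes C1QA, C1QB and C1QC, expressed by macrophages, and the 6 named interferon-stimulated genes had log2FC above 0 in HF and in LF against CTRL heifers, and 0 of them was called by either tool in any pair, with 2 and 5 at an unadjusted p under 0.05 in edgeR over both comparisons. ADAMTS1 and ADAMTSL4, 2 named genes of 25 in the list of matrix metalloproteinases and inhibitors, had log2FC below 0 in both, and edgeR called them in both when adjusted over the list alone. The lists of antimicrobial, red blood cell, endothelial, cholesterol and mitochondrial genes had 0 named members. The naming of genes described at the first result makes these counts no independent evidence.

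The fold changes of HF and of LF against CTRL heifers shared the same controls, which raises their correlation across genes. It was 0.649, where simulated treatments without effect gave 0.561 on average and 0.586 at most, and the covariance was 0.0796 against 0.0425 simulated. With a jackknife standard error of 0.155 the correlation does not stand apart from the simulated ones. With the CTRL heifers split by study replicate it was 0.180 and 0.307, above the 0.00876 on average and 0.0459 at most in simulations without effect. The simulated genes varied independently of each other, and the jackknife standard errors of the 2 values were 0.282 and 0.356, so a response shared by HF and LF heifers is neither shown nor excluded. Heifers inseminated from the same bull were no more alike than other pairs, with a mean correlation of −0.161 across genes (1-sided exact permutation test over 14400 pairings, p = 0.893). Between the study replicates, 2 genes without a name differed, both lower in study replicate 2 (edgeR adjusted p = 0.00403 and 0.0174), and the interaction of treatment and study replicate called 0 genes in edgeR, with 248 at an unadjusted p under 0.05 for HF and CTRL, 367 for HF and LF and 262 for LF and CTRL.

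The DESeq2 calls between HF and CTRL heifers are the largest set of calls. Among 100 splits of the 18 heifers into groups of these sizes, 6 gave at least 328 genes, the real split included, and the highest other gave 4685, so chance cannot be excluded at 1 in 20 (2 of the 25 splits drawn first; 100 were drawn after these had been seen). Less smooth muscle in the HF biopsies, as scored by the 8 named markers, does not account for the folds of most called genes. The median called gene kept 0.944 of its log2FC with the smooth muscle mean as a covariate (quartiles 0.856 and 1.02). Single genes such as CEMIP and DGKK kept 0.225 and 0.238. With breed as a covariate the median called gene kept 0.972 (quartiles 0.925 and 1.03), but this does not exclude breed. Of these 2 treatments, only HF held Belgian blue crosses (2). Only CTRL held Aberdeen angus, Simmental and Saler crosses (1 each). Calls fell to 110 (84 of the 328) with smooth muscle and to 98 (92 of them) with breed. The median size of the log2FC went from 0.71 to 0.64 and 0.70, and its standard error from 0.194 to 0.203 and 0.208. A response shared by both study replicates remains open, since the 1000 genes that differed most in one moved the same way in the other in 85.7% of cases against 50.1% for permuted labels (exact joint permutation p = 0.0324, or 0.0973 adjusted over 3 comparisons; this test replaced an averaged p that was not valid). Insemination itself and semen plasma cannot be separated from the sperm of HF bulls in this comparison, and semen plasma was not tested. LF heifers were inseminated as well, and DESeq2 called 2 genes between LF and CTRL. Whether HF and LF heifers shared a response was neither shown nor excluded above.

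Other splits of the heifers were also counted for the results given next, each among 100 splits with the real one included. They were not counted for the 27 DESeq2 genes between inseminated and CTRL heifers. Nor were they counted for the 262 genes of the interaction for LF and CTRL. edgeR's 2386 genes at an unadjusted p under 0.05 between HF and CTRL were reached in 7 (highest other 5982), the 839 between LF and CTRL in 34 (6097), the 1171 between HF and LF in 20 (6634), the 1752 between inseminated and CTRL in 10 (6236) and the 508 between study replicates in 41 (6124), and the interactions' 248 for HF and CTRL in 80 (5637) and 367 for HF and LF in 59 (5234), so chance cannot be excluded for any of them. The count of 0 at an adjusted p in edgeR decides nothing here, since any split reaches it (100 of 100), and the highest other was 3897 for HF and CTRL, 3519 for LF and CTRL and 4501 for HF and LF. For DESeq2, the 2 genes between LF and CTRL were reached in 43 (4669; 13 of the first 25) and the 27 between HF and LF in 7 (5352; 2 of the first 25), so chance cannot be excluded for these either. The 2 genes that edgeR called between study replicates were reached in 4 (3103), the only share here under 1 in 20. It was not adjusted for the number of counts examined, so chance is not firmly excluded for them. Splits with the highest of these counts point to a structure of the samples that does not follow the treatments.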
